# RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells *In Vivo*

**DOI:** 10.1371/journal.pone.0066179

**Published:** 2013-06-11

**Authors:** Elisenda Sanz, Ryan Evanoff, Albert Quintana, Elizabeth Evans, Jeremy A. Miller, Chemyong Ko, Paul S. Amieux, Michael D. Griswold, G. Stanley McKnight

## Abstract

Male spermatogenesis is a complex biological process that is regulated by hormonal signals from the hypothalamus (GnRH), the pituitary gonadotropins (LH and FSH) and the testis (androgens, inhibin). The two key somatic cell types of the testis, Leydig and Sertoli cells, respond to gonadotropins and androgens and regulate the development and maturation of fertilization competent spermatozoa. Although progress has been made in the identification of specific transcripts that are translated in Sertoli and Leydig cells and their response to hormones, efforts to expand these studies have been restricted by technical hurdles. In order to address this problem we have applied an *in vivo* ribosome tagging strategy (RiboTag) that allows a detailed and physiologically relevant characterization of the “translatome” (polysome-associated mRNAs) of Leydig or Sertoli cells *in vivo*. Our analysis identified all previously characterized Leydig and Sertoli cell-specific markers and identified in a comprehensive manner novel markers of Leydig and Sertoli cells; the translational response of these two cell types to gonadotropins or testosterone was also investigated. Modulation of a small subset of Sertoli cell genes occurred after FSH and testosterone stimulation. However, Leydig cells responded robustly to gonadotropin deprivation and LH restoration with acute changes in polysome-associated mRNAs. These studies identified the transcription factors that are induced by LH stimulation, uncovered novel potential regulators of LH signaling and steroidogenesis, and demonstrate the effects of LH on the translational machinery *in vivo* in the Leydig cell.

## Introduction

In mammals, male reproductive capacity is maintained via a complex network of positive and negative feedback loops that act anatomically at the level of the hypothalamus, the pituitary and the gonad (referred to as the HPG axis) [1], [2]. Pulsatile release of Gonadotropin-releasing hormone (GnRH) from neurons located in the preoptic area of the hypothalamus into the hypophysial portal circulation acts on the gonadotropes of the anterior pituitary to cause release of the gonadotropins LH and FSH [3], [4]. LH and FSH act on the somatic Leydig and Sertoli cells of the testis, respectively, to stimulate steroidogenesis and support spermatogenesis, while factors such as the inhibins produced by Sertoli cells and androgens produced by the Leydig cells feedback negatively at the level of the hypothalamus and pituitary to reduce GnRH, LH and FSH levels [5], [6], [7].

Leydig and Sertoli cells are primary responders to circulating gonadotropin hormones and support the development of germ cells. Failure of the somatic cells of the testis to respond appropriately to hormonal cues within the HPG axis or to create the appropriate local spermatogonial stem cell niche can result in male infertility [5], [8], [9]. Pharmacological disruption of Leydig or Sertoli cell function also represents a potential avenue for the development male contraceptives [10].

Although significant progress has been made toward understanding testicular function and global gene expression changes in testis using a combination of surgical, pharmacological or genetic manipulations and genome-scale analysis [5], [11], [12], [13], determining cell type-specific gene expression changes *in vivo* in the testis has been difficult due to lack of appropriate tools. Previous strategies to identify cell-type-specific gene expression in testis have relied on either partially purified cell populations or the use of genetic models such as the hypogonadal mouse (*HPG*), where testis development can be initiated *de novo* by administration of GnRH, gonadotropins or testosterone (T) [11], [13], [14], [15], [16], [17], [18], [19]. However, a cell-specific characterization of the transcriptional dynamics of testicular somatic cells *in vivo* in a physiologically relevant context has yet to be achieved. In the present study, we took advantage of the recently developed RiboTag mouse line [20] to epitope-tag ribosomes from either Leydig or Sertoli cells and isolate cell-specific mRNAs that are actively being translated in the adult mouse *in vivo*. This approach allowed us to identify novel mRNAs expressed in these somatic cell types and provide a detailed characterization of the effect of gonadotropins and testosterone on translatome dynamics in Leydig and Sertoli cells *in vivo*.

## Materials and Methods

### Ethics Statement

All mouse procedures were approved under protocol 2022-01, titled “Regulation of cAMP-Dependent Protein Kinase Genes, by our Institutional Animal Care and Use Committee (IACUC) at the University of Washington, which operates under approval number A3464-01 from the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC).

### Animal Maintenance and Treatments

Mice were housed in a temperature and humidity controlled facility with a 12-h light/dark cycle. Leydig cell-specific (Cyp17iCre: RiboTag) and Sertoli cell-specific (AMH-Cre: RiboTag) RiboTag mice were obtained by crossing RiboTag homozygous mice [20] with Cyp17iCre [21] or AMH-Cre mice [22]. Cyp17iCre mice were obtained from Dr. CheMyong Ko and AMH-Cre mice were provided by Dr. Robert E. Braun. For *in vivo* LH treatment experiments, mice were injected subcutaneously with 300 ug of the GnRH antagonist acyline (a generous gift of Dr. John K. Amory) every 24 h for 4 days before a single intraperitoneal injection of 2 units of purified human LH (Scripps laboratories). After treatments, mice were sacrificed by CO_2_ asphyxiation or a single Beuthanasia-D injection.

### Immunoprecipitation Assays

After treatments, testes were homogenized and immunoprecipitation was performed as described previously [20] with minor modifications. Briefly, 10 ul of anti-HA antibody (Covance) were coupled to 200 ul of beads in citrate-phosphate buffer pH 5.0 and the antibody-bead complex was added to the cleared homogenates and incubated overnight at 4°C. After incubation, beads were washed in high salt buffer 3 times for 5 min, resuspended in RLT buffer (with beta-mercaptoethanol; Qiagen) and stored at −80°C until RNA extraction.

### LH, FSH and Testosterone Serum Determination

After treatments, blood was obtained by cardiac puncture and allowed to clot in Microtainer serum separator tubes (Becton-Dickinson) for 1 h at RT. Serum was recovered by centrifugation and stored at −80°C for later analysis. LH and FSH serum levels were determined by RIA at the University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core, and testosterone levels were determined using the Testosterone EIA kit (Cayman Chemical).

### RNA Extraction

RNA from the inputs (50 ul) and the pellets was obtained using the RNeasy mini kit (Qiagen) according to manufacturer's directions. Total RNA was quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific) and its quality was assessed using an Agilent 2100 Bioanalyzer with the RNA 6000 Nano kit (Agilent Technologies).

### Microarray Analysis

100 ng of RNA was amplified and labeled using NuGen Ovation labeling kit and hybridized to Affymetrix GeneChip Mouse Gene 1.0 ST Arrays. Array output was normalized using the RMA algorithm, and data analysis was conducted using GeneSpring (Version 11.0.2; Agilent Technologies). Genes were considered to be regulated if they 1) had a raw score of greater than 50 in at least one sample, 2) were determined to be significantly different versus controls by ANOVA followed by Contrast analysis (p<0.05) and 3) showed a 2-fold (for IP versus input analysis) or 1.5-fold (for IP analysis) or greater increase or decrease versus controls. All samples in each experiment were included in the statistical analysis. The Affymetrix Raw.CEL files have been deposited with the National Center for Biotechnology Information Gene Expression Omnibus (Accession number: GSE45799; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45799). Gene ontology analysis was performed using the Web-based Gene Set Enrichment Analysis Toolkit (WebGestalt) V2. http://bioinfo.vanderbilt.edu/webgestalt/.

### Hierarchical Clustering Analysis

Data from all Affymetrix.CEL files were read into R and converted from Log_2_ to linear space. All probes with low expression (<10% of mean) in 10 or more samples were removed. A single probe per gene was selected using collapseRows [23] with default settings and a Pearson correlation (R) between each pair of samples using all 18410 remaining probes was performed. Hierarchical clustering was then performed on the samples using 1-correlation as the distance measure, and the results were plotted in a dendrogram (so a height of 0.02 on the plot means that the samples have R = 0.98).

### qRT-PCR

For qRT-PCR analysis, equal amounts of RNA were assessed using the Brilliant II SYBR green qRT-PCR 1-step master mix (Agilent Technologies). Relative expression values were obtained using the standard curve method and normalized to the *Actb* levels. Amplification efficiencies were calculated using the MxPro software (Stratagene) and were within accepted parameters (80–120%). Data for immunoprecipitates is presented as the fold change versus saline-treated animals. Enrichment is calculated as the IP *versus* input ratio and shows the abundance of the transcript in the targeted cell type (IP) when compared to equal amounts of RNA from the whole testis (input). Sequences of the different primer sets used were obtained from Primerbank (http://pga.mgh.harvard.edu/primerbank/) [24] and can be found in Table S6.

### MA-10 Cell Culture

Cells were cultured as described in [25]. 1×10^5^ cells/ml were seeded onto gelatin-coated 6-well plates and allowed to attach for 2 days. For LH treatment, cells were incubated in serum-free medium containing 1% BSA overnight before the addition of purified human LH (0.2 Units/ml). Cells were lysed in SDS sample buffer (62.5 mM Tris, pH 6.8, 2% SDS, 10% glycerol) for protein analysis, in RLT buffer (Qiagen) for RNA extraction, or as described in [26] for polysome analysis. Sucrose density gradient fractionation and polysome analysis was performed as described in [20].

### Western Blot Analysis

Protein lysates were quantified using the BCA protein assay (Pierce). After protein determination, 20 ug of protein were separated by SDS-PAGE and transferred onto nitrocellulose membranes. After transfer, membranes were blocked with 5% milk in TBST (Tris-buffered saline containing 0.1% Tween-20) and incubated overnight with the following primary antibodies: anti-Aquaporin 2 (1∶1000; Novus), anti-phospho-S6 (1∶2000; Cell Signaling Technologies) and anti-Beta Actin (1∶50,000; Sigma-Aldrich). After incubation with secondary antibodies (1∶10,000; Jackson ImmunoResearch), membranes were washed in TBST and developed using an enhanced chemiluminescence (ECL) detection system (Pierce).

### Immunohistochemistry (IHC)

Mice were perfused transcardially with Bouin fixative or PBS containing 4% paraformaldehyde and testes were removed, post-fixed overnight and cryoprotected with 30% sucrose in PBS. For cryosectioning, testes were frozen for 5 min in dry ice and sectioned using a freezing microtome (Leica). Frozen sections were mounted onto slides and stored at −80°C until ready for use. For IHC, slides were removed from −80°C and allowed to air dry for a few minutes before transferring into wash buffer (PBS with 0.2% Triton X-100). For quenching of the endogenous peroxidase, slides were immersed into 0.3% H_2_O_2_ in methanol for 30 min, and washed twice before blocking with 2.5% normal blocking serum in wash buffer. After blocking, sections were incubated with the primary antibody (biotin-labeled anti-HA antibody at 1∶1000, Covance; or anti-Aquaporin 2 at 1∶200, Novus) overnight at 4°C, and washed twice before the addition of the R.T.U. VECTASTAIN Elite ABC reagent or ImmPRESS reagent (Vector Labs) for 30 min. After incubation, sections were washed twice for 5 min in PBS and developed using the ImmPACT DAB peroxidase substrate (Vector). HA stained sections were also counterstained with Hematoxylin QS (Vector) before mounting with VectaMount AQ (Vector).

## Results

### Activation of RiboTag in Sertoli or Leydig Cells of the Testis

In order to label ribosomes in Sertoli or Leydig cells, AMH-Cre [22] or Cyp17iCre mice [21], respectively, were crossed to RiboTag homozygous mice to obtain double heterozygote Cre: RiboTag offspring. RiboTag activation in the cell type of interest was confirmed by immunohistochemistry for hemmaglutinin (HA) in testis sections of AMH-Cre: RiboTag or Cyp17iCre: RiboTag mice (Fig. 1*A*). HA staining within the seminiferous tubules in AMH-Cre: RiboTag mouse sections was consistent with RiboTag activation in Sertoli cells. In Cyp17iCre: RiboTag mice, robust HA staining was observed in the interstitial spaces of the testis where Leydig cells are located; however, unexpected HA staining in scattered cells of the tubule was also observed (Fig. 1*A*, arrows), suggesting that the RiboTag was also activated in some non-Leydig cell types. Once the RiboTag was activated, cell type-specific transcripts were isolated from the total pool of messenger RNAs (input) by an affinity purification method using an anti-HA antibody coupled to protein G magnetic beads as depicted in Fig. 1*B*.

**Figure 1:**
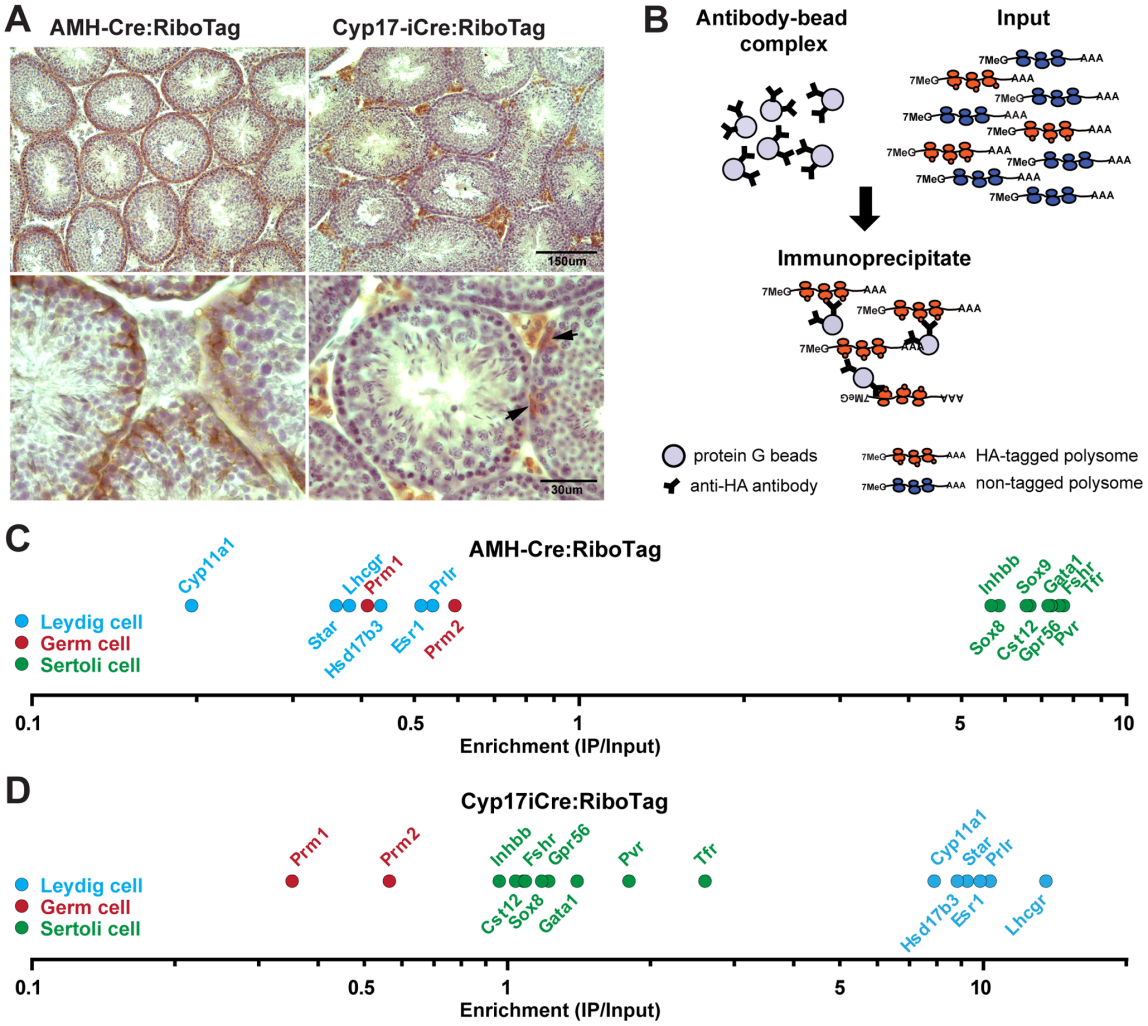
Activation of the RiboTag in Leydig or Sertoli cells of the testis. (A) RiboTag mice were crossed to a Leydig cell-specific Cre line (Cyp17iCre mice) or a Sertoli cell-specific Cre line (AMH-Cre mice) and the RiboTag activation in the cell type of interest was verified by immunohistochemistry using an anti-HA antibody in testis sections. Arrows point to an unexpected RiboTag activation in scattered cells of the tubule in the Cyp17iCre: RiboTag mice. (B) Cartoon depicting the RiboTag assay. Magnetic beads coupled to anti-HA antibodies were added to testis homogenates of Cyp17iCre: RiboTag or AMH-Cre: RiboTag mice (input of the IP) and incubated overnight at 4°C to capture the HA-tagged polysomes from Leydig or Sertoli cells. After incubation, immunoprecipitates were recovered prior to RNA isolation and analysis. (C) Microarray analysis results confirm the enrichment for well-established Sertoli cell-specific transcripts, as well as the negative enrichment for Leydig and germ cell markers in the IPs from AMH-Cre: RiboTag mice. (D) Similar analysis in Cyp17iCre: RiboTag IPs revealed a significant enrichment for Leydig cell-specific transcripts and a negative enrichment for germ cell-specific mRNAs. Sertoli cell specific transcripts did not show a significant negative enrichment consistent with the RiboTag activation in some Sertoli cells. The enrichment was calculated as the ratio of the signal in the IPs to their inputs.

### The RiboTag Assay Reveals Novel Sertoli and Leydig Cell-specific Transcripts

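In RiboTag mice a ribosomal protein gains a hemagglutinin (HA) tag in cells that express Cre recombinase, so an anti-HA immunoprecipitate (IP) of a testis homogenate recovers ribosomes of the Cre-expressing cell type with the mRNAs bound to them. The input is RNA of testis homogenate before immunoprecipitation and holds transcripts of all testis cells. AMH-Cre is active in Sertoli cells, the somatic cells of the seminiferous tubule, and Cyp17iCre in Leydig cells, the steroid-producing cells of the interstitium. The files hold 5 IPs and 5 inputs of saline-treated AMH-Cre: RiboTag mice and 3 IPs and 3 inputs of saline-treated Cyp17iCre: RiboTag mice, each on 1 Affymetrix Mouse Gene 1.0 ST array. The authors amplified and labeled the RNA, normalized the arrays with the RMA algorithm and deposited log2 values per probe set. Array medians on the log2 scale lay between 6.429 and 6.475 in the Sertoli inputs, 6.363 and 6.449 in the Sertoli IPs, 6.447 and 6.497 in the Leydig inputs, and 6.476 and 6.499 in the Leydig IPs. Enrichment is the ratio of the mean IP to the mean input, tested with limma on the probe sets whose signal passed 50 on the linear scale in at least 1 array. A transcript was called enriched or depleted at a fold of at least 2 and a Benjamini-Hochberg adjusted p under 0.05. Equal amounts of RNA were compared, so a ratio measures the share of a transcript in the IP and not its copies per cell, and the p-values measure the spread between these samples. The number of arrays per group limits the precision of every ratio.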

To identify novel Sertoli and Leydig cell-specific transcripts we performed microarray analysis using equivalent amounts of total RNA extracted from immunoprecipitates (IPs) and inputs from AMH-Cre: RiboTag or Cyp17iCre:RiboTag mouse testis, respectively. In AMH-Cre: RiboTag mouse testis, the IP fraction was highly enriched in Sertoli cell-specific transcripts such as Transferrin (*Tfr*), follicle-stimulating hormone receptor (*Fshr*) and Poliovirus receptor (*Pvr*); while it was significantly de-enriched in Leydig and germ cell-specific transcripts such as the LH receptor (*Lhcgr*), steroidogenic acute regulatory protein *(Star)*, Protamine 1 and 2 (*Prm1* and *Prm2*) (Fig. 1*C*). 

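Transferrin (Trf), an iron carrier secreted by Sertoli cells, was 6.90-fold higher in the Sertoli IPs than in the inputs (log2 2.79, standard error 0.086, n = 5 IPs and 5 inputs, limma adjusted p = 1.77e-10). Fshr, the receptor through which FSH acts on Sertoli cells, was 6.23-fold higher (log2 2.64, standard error 0.096), and Pvr, a cell adhesion molecule, was 6.01-fold higher (log2 2.59, standard error 0.12). Sox9, a transcription factor that directs Sertoli cell differentiation, was 6.20-fold higher. Of 20 measured markers of Sertoli cells from a textbook list, 20 were enriched over all probe sets and when adjusted over the list alone, with a median ratio of 5.16 (camera adjusted p = 2.08e-09, and adjusted p = 0.331 with an estimated correlation). Transcripts of Leydig cells were lower in these IPs, with a log2 ratio of -1.79 (standard error 0.19) for the LH receptor Lhcgr and -2.38 (standard error 0.14) for the side-chain cleavage enzyme Cyp11a1, and a ratio of 0.382 for Star, which carries cholesterol into mitochondria. Of 12 measured Leydig cell markers, 8 were depleted and 2 were enriched, the nuclear receptors Nr5a1 (4.27-fold) and Nr0b1 (5.74-fold), which Sertoli cells also express. Of 18 markers of spermatogonia and spermatocytes, 14 were depleted and none was enriched, and of 18 spermatid markers, 15 were depleted and none was enriched; all of these counts hold when adjusted over the list alone. Protamine 1 (Prm1), which packs sperm DNA, had a ratio of 0.432 (log2 -1.21, standard error 0.084), and Prm2, with a ratio of 0.587 (log2 -0.77, standard error 0.059), did not reach the threshold of 2-fold. The camera adjusted p was 5.36e-06 for the spermatogonia and spermatocyte list and 1.64e-06 for the spermatid list, against adjusted p = 0.0866 and 0.342 with an estimated correlation. Among other testis cells, 6 of 13 macrophage markers were depleted and 1 was enriched, 2 of 9 peritubular myoid markers were enriched (Myh11, 3.78-fold, and Myl9, 3.38-fold) and 2 were depleted, and none of 9 endothelial markers passed.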

Using the enrichment data we generated a list of the top 50 Sertoli cell-specific genes (Table S1; a complete list of all genes with fold enrichment ≥2 is shown in Dataset S1). Among these enriched genes, we could identify novel Sertoli cell-specific transcripts coding for receptors, such as the Mannose receptor *Mrc1*, the Vitamin D receptor (*Vdr*), the inositol triphosphate receptor *Itpr2* or the G-protein coupled receptor *Gpr37* (Fig. 2*A*), or enzymes such as Calpain 6 (*Capn6*), the phophodiesterase/phospholipase *Enpp2* or the arachidonate lipooxygenase *Alox12,* among others (Fig. 2*B*). 

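The largest ratios of IP to input among named transcripts belonged to Sptb (9.03), Etl4 (8.89), Gm648 (8.74), the calpain-like protein Capn6 (8.33), the lysophospholipase Enpp2 and the laminin-binding integrin subunit Itga6 (7.66). They were followed by Slc27a3, a fatty acid transport protein (7.47), tissue plasminogen activator Plat (7.44), Pdzd2 (7.42), Tmem114 (7.39) and the glypican Gpc4 (7.35). The paper calls the enrichment of Sptb (Spnb1 there) and Etl4, seen in both Cre lines, artifactual and proposes that their IP was non-specific. Over all probe sets, 3066 were enriched and 2907 were depleted in the Sertoli IPs among 24797 tested, and these covered 2394 and 2164 genes with 1 symbol (limma, n = 5 IPs and 5 inputs). A ratio over 5 was reached by 341 enriched probe sets and a ratio over 7 by 19. All 50 transcripts of Table S1 were measured and enriched, with ratios from 5.65 (the peptide transporter Slc15a1) to 8.74; the paper's ratios for them run from 7.36 to 9.38. Columns IP 4 and IP 5 of Dataset S1 match no Sertoli IP analysed here, so the ratios compared rest on partly different IPs. The largest depletions included Apobec4 (0.142), the cystatin-related Cstdc2 (0.149) and Ephx1, a microsomal epoxide hydrolase that is among the Leydig cell markers (0.165). Only the first 1997 of the 3365 entries of Dataset S1 were read, so the overlap of the calls with that dataset was not tested.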

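Each of the 10 receptors and 10 enzymes that Fig. 2 lists for Sertoli cells was enriched, over all probe sets and when adjusted over the list alone; the study chose these genes from its own enrichment data, part of which are the arrays used here, so the counts are not independent evidence. Mrc1, which binds mannose on glycoproteins, was 6.92-fold higher in the IPs (log2 2.79, standard error 0.083, n = 5 IPs and 5 inputs, limma adjusted p = 1.55e-10). The vitamin D receptor Vdr was 6.44-fold higher (log2 2.69, standard error 0.080), Itpr2, a calcium channel of the endoplasmic reticulum, 6.12-fold (log2 2.61, standard error 0.066) and the orphan receptor Gpr37 6.39-fold (log2 2.67, standard error 0.069). Among the enzymes, Enpp2, which makes lysophosphatidic acid, was 7.74-fold higher (log2 2.95, standard error 0.073) and the lipoxygenase Alox12 7.00-fold (log2 2.81, standard error 0.095). For Capn6 the standard error of the log2 ratio was 0.071. Every IP lay above every input for each of these genes.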

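Cldn11, a claudin of the tight junctions between Sertoli cells, was 5.11-fold higher in the Sertoli IPs than in the inputs (log2 2.35, standard error 0.062, n = 5 IPs and 5 inputs). The actin linker Vcl was 5.33-fold higher, the gap junction protein Gja1 5.39-fold and the adhesion molecule Nectin2 4.29-fold, each at a limma adjusted p under 0.05. Of 18 measured genes of tight junctions and ectoplasmic specializations, 16 were enriched and none was depleted, over all probe sets and when adjusted over the list alone, with a median ratio of 4.59 (camera adjusted p = 7.21e-07, and adjusted p = 0.342 with an estimated correlation). Of 19 genes of glycolysis and lactate formation, which supplies germ cells with lactate, 7 were enriched, among them hexokinase Hk2 (7.00-fold), phosphofructokinase Pfkl (6.88-fold) and the glucose transporter Slc2a1 (4.09-fold), and 2 were depleted. Of 7 androgen-responsive Sertoli genes, 6 were enriched and 1 was depleted. These lists were taken from textbook knowledge, and the gene ontology terms of Table S2 were not tested again because no ontology annotation was used here.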

Gene ontology (GO) analysis of Sertoli cell-specific or highly enriched transcripts (those that showed a 5-fold or higher IP/input ratio) identified several overrepresented GO categories (Table S2), such as regulation of cellular compartment movement or regulation of cell migration, consistent with the active involvement of Sertoli cells in the process of migration and differentiation of spermatogonial stem cells from the basal to the adluminal compartment, and cytoskeletal protein and actin binding, which included several transcripts that code for components of the highly specialized structures found in Sertoli cells called ectoplasmic specializations. Furthermore, GO analysis identified a significant enrichment for transcripts involved in sex determination, GTPase regulatory activity, formate-tetrahydrofolate ligase activity and phosphodiesterase 1 activity, pointing to potential novel functions in Sertoli cells.

**Figure 2:**
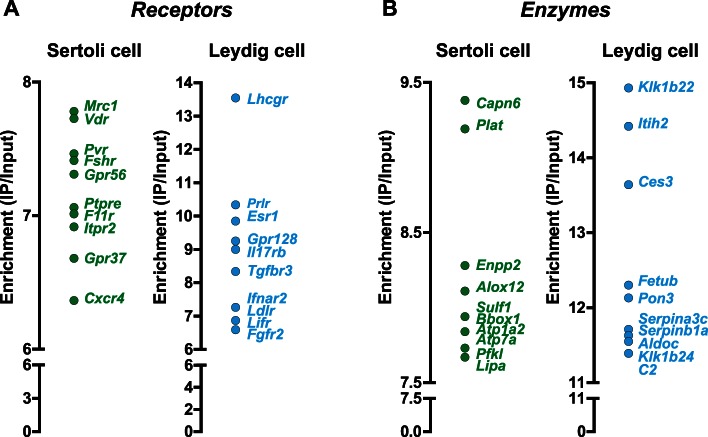
Characterization of cell-specific receptors and enzymes in Sertoli and Leydig cells. Microarray analysis data showing the top ten receptors (A) and enzymes (B) with the highest enrichment in Sertoli and Leydig cells. The enrichment value was calculated as the ratio of the signal in the IPs to their inputs.

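Lhcgr, the receptor for LH, was 15.9-fold higher in the Leydig IPs than in the inputs (log2 3.99, standard error 0.13, n = 3 IPs and 3 inputs, limma adjusted p = 3.12e-07), and Star was 10.1-fold higher (log2 3.33, standard error 0.11). Cyp11a1 was 8.34-fold higher, Hsd17b3, which forms testosterone from androstenedione, 9.15-fold, the estrogen receptor Esr1 12.2-fold and the prolactin receptor Prlr 11.6-fold. Of 12 measured Leydig cell markers, 11 were enriched and none was depleted, with a median ratio of 6.32 (camera adjusted p = 1.15e-06, and adjusted p = 0.0726 with an estimated correlation). Of 18 spermatid markers, 17 were depleted, among them Prm1, with a ratio of 0.311 (log2 -1.69, standard error 0.12), and none was enriched (camera adjusted p = 3.16e-07, and adjusted p = 0.0726 with an estimated correlation). Of 18 markers of spermatogonia and spermatocytes, 13 were depleted and 1 was enriched, the stem cell factor Zbtb16 (2.03-fold), which the paper also names as LH regulated. Prm2 had a ratio of 0.541 and stayed within the 2-fold threshold. Macrophages lie beside Leydig cells in the interstitium, and of their 14 markers 6 were depleted and none was enriched. Every one of these counts holds when adjusted over the list alone, and over all probe sets 2721 were enriched and 2647 were depleted among 24705 tested.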

Similar analysis in Cyp17iCre: RiboTag testis demonstrated enrichment for well-known Leydig cell specific transcripts such as the LH receptor (*Lhcgr*) and *Star*, among others, while germ cell-specific transcripts showed de-enrichment (IP/Input ratio <1; Fig. 1*D*). Unexpectedly, Sertoli cell transcripts did not show negative enrichment, suggesting that the scattered HA-positive cells observed within the tubule are Sertoli cells, underscoring the high sensitivity of the RiboTag approach (Fig. 1*D, and A*, arrows). However, while most of the Sertoli cell-specific transcripts found showed an IP/input ratio of 1–1.7, Leydig cell-specific transcripts were enriched 7-fold or greater, allowing us to identify cell-specific/highly-enriched Leydig cell transcripts. 

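Among the 9 Sertoli transcripts of Fig. 1, the ratio of IP to input in the Cyp17iCre: RiboTag testis was under 1 for 1, Inhbb, a subunit of inhibin B (0.970), between 1 and 1.7 for 6 and over 1.7 for Pvr (1.88) and Trf (2.89). Sox9 (1.03), Sox8 (1.09) and Cst12 (1.03) were close to 1, as was Fshr (1.08, log2 0.11, standard error 0.17, n = 3 IPs and 3 inputs). Trf passed the threshold of enrichment (log2 1.53, standard error 0.13, limma adjusted p = 2.04e-05), and Gata1, a transcription factor of Sertoli cells, had a ratio of 1.63 and did not reach 2-fold. Of 20 textbook markers of Sertoli cells, 3 were enriched and none was depleted, over all probe sets and when adjusted over the list alone: Trf, the stem cell niche factor Etv5 (3.43) and the defensin Defb19. For these 20 the ratio was under 1 for 2, between 1 and 1.7 for 11 and over 1.7 for 7, with a median of 1.28 (camera adjusted p = 0.00384, and adjusted p = 0.510 with an estimated correlation). The 6 Leydig transcripts of Fig. 1 had ratios from 8.34 to 15.9, so 6 of 6 were at least 7-fold enriched. Fig. 1 was drawn from these arrays, and its genes are not independent evidence. Of 12 textbook markers of Leydig cells, 5 were at least 7-fold enriched, with ratios from 1.66 to 12.2 over the list. Because the Sertoli transcripts were not below 1, the paper proposes that the scattered HA-positive cells within the tubules are Sertoli cells, and it takes the gap to a ratio of 7 as the basis for naming Leydig transcripts.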

The IP/input ratio analysis in Cyp17iCre: RiboTag testis identified the top 50 Leydig cell-specific (or highly enriched) transcripts (Table S3, complete table of enriched genes is available in Dataset S2); these enriched transcripts included novel receptors such as the IL17 receptor *Il17br*, the G-protein coupled receptor *Gpr128*, the interferon receptor *Ifnar2*, and the low density lipoprotein receptor (*ldlr*), among others (Fig. 2*A*). 

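The receptors that Fig. 2 lists for Leydig cells were all enriched, 10 of 10 over all probe sets and when adjusted over the list alone, a list that the study chose from these arrays. Gpr128 (Adgrg7 in current nomenclature), an adhesion G-protein coupled receptor, was 11.8-fold higher in the IPs than in the inputs (log2 3.57, standard error 0.11, n = 3 IPs and 3 inputs), and the interleukin receptor Il17rb 11.3-fold (log2 3.50, standard error 0.080). The TGF-beta co-receptor Tgfbr3 was 9.28-fold higher, and the interferon receptor Ifnar2 8.66-fold, each at a limma adjusted p under 0.05. Lifr, the receptor for leukemia inhibitory factor, was 7.49-fold higher. A ratio over 7 was reached by 233 probe sets and a ratio over 5 by 478. Of the transcripts of Table S3, 48 were found by symbol among the probe sets, and all 48 were enriched, with ratios from 10.1 to 19.9 against the paper's 9.25 to 14.93. Of the 2624 entries of Dataset S2, the first 1997 were read, so no overlap with that dataset was tested.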

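Klk1b22, a glandular kallikrein, had the largest ratio of all Leydig transcripts with 1 gene symbol, 19.9-fold (log2 4.31, standard error 0.31, n = 3 IPs and 3 inputs, limma adjusted p = 8.49e-06). Itih2, a heavy chain of the inter-alpha-trypsin inhibitors, was 17.7-fold higher in the IPs and Fetub, a secreted inhibitor of the cystatin family, 17.6-fold (log2 4.14, standard error 0.075). The carboxylesterase Ces1d, the current symbol of Ces3, was 15.7-fold higher, and the paraoxonase Pon3, which hydrolyses lactones, 13.7-fold (log2 3.78, standard error 0.080). The other members of the Fig. 2 list included Serpinb1a (15.3-fold), the aldolase Aldoc (13.8-fold), complement component C2 (13.1-fold) and Serpina3c (13.1-fold). All 10 passed over all probe sets and when adjusted over the list alone, though the study drew the list from these arrays. Kallikrein genes are close paralogs, so probes for Klk1b22 can also bind related transcripts.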

We also identified novel Leydig cell-specific enzymes such as the carboxylesterase *Ces3*, Fetuin-beta (*Fetub*), the paraoxonase *Pon3* and the kallikrein-related peptidase *Klk1b22* (Fig. 2*B*). 

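The kallikreins are serine proteases, and of 17 measured members 4 were enriched in the Leydig IPs over all probe sets and when adjusted over the list alone: Klk1b22, Klk1b24 (13.3-fold), Klk1b27 (12.1-fold, log2 3.59, standard error 0.26, n = 3 IPs and 3 inputs) and Klk1b16 (9.54-fold). The members Klk1b5, with a ratio of 0.479, and Klk1b8, with 0.482, were depleted, and the remaining 11 did not pass. Klk1b21, whose probe set is named by the study's own dataset, was 9.49-fold higher. Of 21 measured serpins, inhibitors of such proteases, 12 were enriched and none was depleted in limma. Beyond the members of Fig. 2, the examples are Serpinb9 (6.81-fold), Serpina3f (6.11-fold), Serpina5 (5.06-fold), Serping1, the C1 inhibitor (4.59-fold), Serpina3h (4.22-fold) and Serpinf1 (4.19-fold). Serpina3n was 8.84-fold higher with a standard error of 0.50 on the log2 scale. Of the Table S4 transcripts that are not in Table S3, the 10 measured passed and Klk1 was not analysed here, with ratios from 4.19 to 12.1 against the paper's 4.03 to 9.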

Of note, other transcripts of the kallikrein family of serine proteases or the related family of serine protease inhibitors, the serpins, also showed significant enrichment (Table S4). While several members of the kallikrein family have been reported as Leydig cell-specific [27], [28], [29], the kallikrein family member that showed the highest enrichment in our RiboTag experiments, *Klk1b22*, had not been previously identified in Leydig cells. 

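Hsd3b1, which forms progesterone from pregnenolone (8.62-fold), the mitochondrial cholesterol-binding protein Tspo (4.96-fold) and Cyb5a, which supports the lyase step of androgen synthesis (3.48-fold), were among the steroidogenesis genes enriched in the Leydig IPs. Of 17 measured genes of steroidogenesis, 14 were enriched and 1 was depleted, with a median ratio of 4.38 (n = 3 IPs and 3 inputs, camera adjusted p = 6.75e-06, and adjusted p = 0.0726 with an estimated correlation). Of 20 genes of cholesterol synthesis and uptake, 17 were enriched and none was depleted, with a median ratio of 3.73 (camera adjusted p = 3.16e-07, and adjusted p = 0.378 with an estimated correlation). Tm7sf2, a sterol reductase, was 9.69-fold higher, Nsdhl 7.14-fold, Ebp 4.77-fold and Srebf2, the transcription factor that controls this pathway, 3.63-fold, each at a limma adjusted p under 0.05. Of 27 targets of ATF4 and amino acid transporters, 13 were enriched and none was depleted, and of 19 glycolysis genes 9 were enriched and 1 was depleted. The counts are the same when adjusted over each list alone, and the lists were written from textbook knowledge rather than from the terms of Table S5.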

GO analysis of the Leydig enriched transcripts (7-fold or higher) revealed highly significant molecular function and biological process categories related to steroidogenesis (Table S5), such as lipid, alcohol, cellular ketone and organic acid metabolic processes, oxidoreductase activity, steroid dehydrogenase activity and steroid and coenzyme binding, confirming the highly specialized nature of this cell type in the testis. Two transcripts (*Spnb1* and *Etl4*) showed artifactual enrichment in both Cyp17iCre: RiboTag and AMH-Cre: RiboTag IPs, suggesting non-specific IP of these transcripts perhaps due to anti-HA antibody binding to nascent chains coded by these two mRNAs or some other type of non-specific interaction.

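Sptb (Spnb1 in the paper), which encodes beta-spectrin of the membrane skeleton, was 15.8-fold higher in the Leydig IPs (log2 3.98, standard error 0.14, n = 3 IPs and 3 inputs) and Etl4 was 12.5-fold higher (log2 3.64, standard error 0.090). In the Sertoli IPs their log2 ratios were 3.17 (standard error 0.095, n = 5 IPs and 5 inputs) and 3.15 (standard error 0.075), the 2 largest of that cell type. The limma adjusted p was 4.12e-07 for Sptb and 1.93e-07 for Etl4 in the Leydig IPs, and 1.55e-10 and 8.21e-11 in the Sertoli IPs. After acyline their log2 changes in the Leydig IPs were 0.03 (standard error 0.17) and 0.02 (standard error 0.13), which did not pass.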

### Regulation of Sertoli Cell Transcripts by Testosterone (T) and FSH

To characterize the transcripts regulated by T or FSH in the polysomes of Sertoli cells, AMH-Cre: RiboTag mice were treated with the GnRH antagonists cetrorelix or acyline every 24 h for 3 days prior to T or FSH administration (Text S1). Both GnRH antagonists suppressed T and greatly reduced FSH levels in serum (Fig. S2 *A* and Fig. S3 *A*). However, microarray analysis of the polysome-associated mRNAs after gonadotropin depletion with these two different GnRH antagonists resulted in only minor changes when compared to the effects of gonadotropin withdrawal in Leydig cells (Fig. S1). 

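The hormone experiment in Sertoli cells comprised 5 saline IPs, 2 after acyline, 2 each at 1 h and 4 h after FSH in acyline-treated mice, 2 after cetrorelix and 2 at 4 h after testosterone (T) in cetrorelix-treated mice. The antagonists block the pituitary GnRH receptor and so lower the gonadotropins, and T or FSH was then given; the paper reports that some FSH remained. Array medians on the log2 scale were 6.395 and 6.397 after acyline, 6.401 and 6.439 at 1 h of FSH, 6.363 and 6.374 at 4 h of FSH, 6.372 and 6.399 after cetrorelix, and 6.384 and 6.388 after T. The authors called a change in these IPs at p < 0.05 in a contrast and a fold of at least 1.5. Here all Sertoli IPs were fitted together in limma, each hormone group was compared with its own antagonist group and each antagonist with saline, and a call needed an adjusted p under 0.05 and a fold of at least 1.5. The paper states 3 mice for the T experiment, and array analysis of 2 animals with checked serum hormone levels for the T and FSH experiments. For the LH experiment it states n = 4 from 2 independent experiments for serum and qRT-PCR measurements, but not how many animals stand behind each array. With 2 arrays in a group many changes near the 1.5-fold threshold are missed. In simulated data 30 percent of probe sets changed 1.5-fold and 80 percent of those changed 2-fold were recovered at 1 h of FSH. The 30 percent is low in part because an estimate slightly under the 1.5-fold threshold fails with any number of arrays. Leaving out 1 array of a group of 2 leaves a single array there, and the spread then comes from the other groups. A call kept in such a fit is therefore not tested separately.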

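Cyp11a1, a Leydig cell enzyme, was the only transcript that fell in the Sertoli IPs after acyline (log2 -1.79, standard error 0.21, n = 2 acyline and 5 saline IPs, limma adjusted p = 0.0497), and none rose, while 49 higher and 112 lower probe sets had an unadjusted p under 0.05. The call for Cyp11a1 was kept without acyline replicate 2, where 2 probe sets passed, and was lost without acyline replicate 1 or any one of the 5 saline IPs, where 0 passed. The count was also 0 without the filter on low values, with median-centered arrays, after quantile normalization, with an ordinary contrast, in a fit of only the 2 groups and without the FSH 1 h arrays, the last an alternative added after the data were seen. With saline limited to replicates 1 to 3, 8 probe sets passed, 5 higher and 3 lower. After cetrorelix none rose and 3 probe sets fell, among them Pyroxd2, a mitochondrial oxidoreductase enriched in Sertoli IPs (log2 -1.96, standard error 0.094, n = 2 cetrorelix and 5 saline IPs, adjusted p = 2.04e-06), against 48 higher and 88 lower at an unadjusted p under 0.05. Without cetrorelix replicate 1, saline replicate 3 or saline replicate 4 the count was 1. In the Leydig IPs acyline raised 8 probe sets and lowered 27 (n = 2 acyline and 3 saline IPs), with 146 higher and 691 lower at an unadjusted p under 0.05. The 35 called became 31 without acyline replicate 1, 2 without acyline replicate 2, and 8, 14 and 6 without saline replicates 1, 2 and 3. In a fit of only the acyline and saline Leydig IPs 246 passed, without the filter on low values 15 and with an ordinary contrast 0, so the distance between the cell types in these counts depends on the fit. Lcat, which esterifies cholesterol, fell by 2.51 (log2, standard error 0.22, adjusted p = 0.00822), the glucuronosyltransferase Ugt3a2 by 1.82 (standard error 0.12) and the lipoprotein receptor Scarb1 by 2.02 (standard error 0.25). Vnn1, a pantetheinase, rose by 1.33 (log2, standard error 0.13) and Serpinb6b by 1.49 (standard error 0.14). Ugt3a2 passed whichever of the 5 arrays was left out, Lcat failed only without acyline replicate 2, Vnn1 without acyline replicate 2 or saline replicate 1 or 3, Serpinb6b without either acyline IP or saline replicate 1 or 3, and Scarb1 whichever array was left out.
A test of the difference between the cell types found 17 probe sets whose change after acyline differed, 6 toward higher and 11 toward lower values in Leydig cells, with 201 and 381 at an unadjusted p under 0.05. For Lcat the change differed by 2.54 on the log2 scale (standard error 0.30, adjusted p = 0.00119) and for Ugt3a2 by 1.91 (standard error 0.15, adjusted p = 1.17e-05), each lower in Leydig cells. Scarb1, Serpinf2 and Nmb also differed whichever array was left out, and the count of differing probe sets was 9 and 6 without Sertoli acyline replicates 1 and 2, 10 and 11 without Sertoli saline replicates 2 and 5, 27 and 7 without Leydig acyline replicates 1 and 2, and 45 and 9 without Leydig saline replicates 2 and 3. For Cyp11a1, which was lower by more in Sertoli than in Leydig IPs, the difference of 0.96 (log2, standard error 0.29) did not pass after adjustment (adjusted p = 0.273), although its unadjusted p was under 0.05. Acyline was given for 3 days in the Sertoli and 4 days in the Leydig experiment, so cell type and duration change together. The paper proposes that the modest response of Sertoli cells comes from residual FSH after the antagonists.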

Administration of testosterone enanthate or highly purified FSH restored the circulating levels of these two hormones (Fig. S2 *A* and Fig. S3 *A*), but only modest effects on Sertoli-enriched genes were seen in both cases (Fig. S2 *B* and Fig. S3 *B–C*). 

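Pyroxd2 was the only transcript that rose after T (4.26-fold, log2 2.09, standard error 0.11, n = 2 T and 2 cetrorelix IPs, limma adjusted p = 7.82e-06), none fell, and 99 higher and 134 lower probe sets had an unadjusted p under 0.05. Its ratio of IP to input in Sertoli cells is 3.23, and its fall after cetrorelix rests on the same 2 cetrorelix IPs. Acyline, which also removes LH, did not lower Pyroxd2 (log2 -0.09, standard error 0.094, adjusted p = 0.981), so these arrays alone do not establish that T restores it. The paper reports from qRT-PCR that its polysome association increased after T. Leaving out 1 T or cetrorelix IP leaves a single array in that group. The spread then comes from the other hormone groups, so the rise of Pyroxd2 is not tested separately in this way. Kazald1, a secreted protein of the insulin-like growth factor binding family, was higher by 0.90 after T (log2, standard error 0.19) and the peptide transporter Slc15a1 by 0.83 (standard error 0.33), each at an adjusted p of 0.930, so neither passed. Kazald1 is 5.28-fold enriched in the Sertoli IPs. Of 7 androgen-responsive Sertoli genes none passed over all probe sets or when adjusted over the list alone, and 0 of 7 were above 0, with a median of -0.09. Over all probe sets the change after T was lower the higher the enrichment (slope -0.0621 on the log2 ratio of IP to input). A lower share of Sertoli RNA in the T arrays would lower this list too, and it was not tested. When only these IPs were compared, without the variance of the other groups, Pyroxd2 did not pass and the count was 0.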

Few genes were regulated after 4 h of T, and only two, *Slc15a1* and *Kazald1*, were highly enriched in Sertoli cells (Fig. S2 *C* and Fig. S2 *D*). These two transcripts along with two other Sertoli cell enriched transcripts that showed increased polysome association after T stimulation were further confirmed by qRT-PCR analysis (Fig. S2 *D*).

We assayed changes in FSH induced mRNA association with Sertoli cell polysomes at 1 hr to detect rapid effects on translation and induction of immediate early genes. Messenger RNA changes at 4 hr after FSH were assayed to capture more slowly induced changes and to allow comparison with previously published data in hypogonadal mice after 4 hr of FSH stimulation [15]. 

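Germ cell transcripts made up part of what was higher in the Sertoli IPs at 1 h of FSH: Sycp2, of the synaptonemal complex, was higher by 0.72 (log2, standard error 0.14, n = 2 FSH and 2 acyline IPs, limma adjusted p = 0.121), Spo11, which cuts DNA in meiosis, by 0.76 (standard error 0.22) and Izumo1, of the sperm head, by 0.76 (standard error 0.19). None of them passed, and no probe set passed in either direction, the smallest adjusted p being 0.0776, while 332 higher and 67 lower ones had an unadjusted p under 0.05. Leaving out FSH 1 h replicate 1 gave a count of 1. In saline Sertoli IPs, Sycp2 has a ratio to input of 0.449, Spo11 0.455 and Izumo1 0.292. After acyline their log2 changes against saline were -0.29 for Sycp2, -0.37 for Spo11 and -0.29 for Izumo1 (limma adjusted p = 0.966 each). None passed, but part of each rise can come from a low acyline level. Mean log2 values at 1 h of FSH and in saline were 9.51 and 9.08 for Sycp2 and 8.86 and 8.47 for Spo11. For Izumo1 they were 8.78 and 8.31, and FSH 1 h was not tested against saline. Of 18 markers of spermatogonia and spermatocytes 0 passed over all probe sets and 5 were higher when adjusted over the list alone, with a median of 0.22 (camera adjusted p = 3.99e-06, and adjusted p = 0.923 with an estimated correlation). Of 18 spermatid markers 0 passed over all and 1 was higher when adjusted over the list alone, with a median of 0.17 (camera adjusted p = 6.87e-04, and adjusted p = 0.923 with an estimated correlation). Of 20 Sertoli cell markers none passed either way, with a median of -0.11 (camera adjusted p = 0.0246, and adjusted p = 0.923 with an estimated correlation). The paper proposes that the transcripts raised at 1 h are scarcely expressed in Sertoli cells.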

After 1 h of FSH stimulation, none of the upregulated transcripts were Sertoli cell enriched, suggesting that these transcripts are either not expressed or expressed at very low levels in Sertoli cells (Fig. S3 *B*). Transcripts enriched in Sertoli cells, such as *Eomes*, *Reln* and *Chst2,* among others, showed decreased polysome association after 1 h of FSH (Fig. S3 *B* and *D*). 

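Eomes, a T-box transcription factor, was lower by 0.94 on the log2 scale at 1 h of FSH (standard error 0.32, n = 2 FSH and 2 acyline IPs, limma adjusted p = 0.374), Reln, a secreted matrix protein, by 0.68 (standard error 0.19, adjusted p = 0.277) and the sulfotransferase Chst2 by 0.82 (standard error 0.23, adjusted p = 0.291). None of the 3 passed after adjustment, and each had an unadjusted p under 0.05. Their ratios of IP to input in saline Sertoli IPs were 3.75 for Eomes, 3.81 for Reln and 3.26 for Chst2, so all are Sertoli-enriched. Over all probe sets the change at 1 h of FSH was lower the higher the enrichment (slope -0.0864 on the log2 ratio of IP to input). A lower share of Sertoli RNA in the FSH 1 h arrays would lower these 3 genes too, and it stays open.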

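At 4 h of FSH the steroid transport gene Star was 2.04-fold higher in the Sertoli IPs (log2 1.03, standard error 0.13, n = 2 FSH and 2 acyline IPs, limma adjusted p = 0.0290), and it is depleted in these IPs relative to input. After acyline Star was lower than in saline by 0.81 (log2, standard error 0.11, limma adjusted p = 0.0688), which did not pass. Its mean log2 value was 8.39 at 4 h of FSH and 8.17 in saline. Part of the rise can thus come from a low acyline level, and FSH 4 h was not tested against saline. Pyroxd2 fell by 1.88 (log2, standard error 0.11, adjusted p = 2.74e-05) and the patched-domain gene Ptchd3 by 1.07 (standard error 0.11, adjusted p = 0.00552). In all, 2 probe sets rose and 3 fell, with 108 higher and 103 lower at an unadjusted p under 0.05, and 1 of the rises and 1 of the falls were Sertoli-enriched. Star was lost without any 1 of the 4 arrays and Ptchd3 without acyline replicate 1 or FSH 4 h replicate 2. Each of these fits leaves a single array in a group, so the fall of Pyroxd2 is not tested separately in this way. The mean log2 value of Pyroxd2 was 6.06 at 4 h of FSH, which equals its mean of 6.06 after cetrorelix. The count was 3 without acyline replicate 1 and 1 without FSH 4 h replicate 2. Of 16 FSH-responsive Sertoli genes 0 passed over all probe sets and 1 was higher when adjusted over the list alone. Kazald1, which did not pass after T, was lower by 1.14 at 4 h of FSH (standard error 0.19, adjusted p = 0.158) and did not pass.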

After 4 h of FSH, the transcript response in Sertoli cells was minor and only 9 Sertoli-enriched transcripts showed changes greater than 1.5 fold in the immunoprecipitated polysome fraction (Fig. S3 *C* and *E*).

### Early Leydig Cell mRNA Profile after LH Restoration

To identify novel transcripts involved in the response of Leydig cells to LH *in vivo*, Cyp17iCre: RiboTag mice were treated as described in Fig. 3*A*. Mice received a subcutaneous injection of the GnRH antagonist acyline every 24 h for 4 days, followed by a single intraperitoneal injection of purified LH (2 units) 2 h after the last acyline injection. To characterize the transcripts involved in the immediate-early, and the intermediate-late response to LH, mice were sacrificed at 1 h and 4 h after LH administration. Repeated injections of acyline completely abolished LH and T serum levels, and reduced FSH levels by 84% (Fig. 3*B*–*D*). As expected, a single injection of LH (2 units) significantly increased LH and T serum levels (Fig. 3*B and C*), but did not increase FSH serum levels (Fig. 3*D*), confirming the lack of significant FSH contamination in the LH preparation.

**Figure 3:**
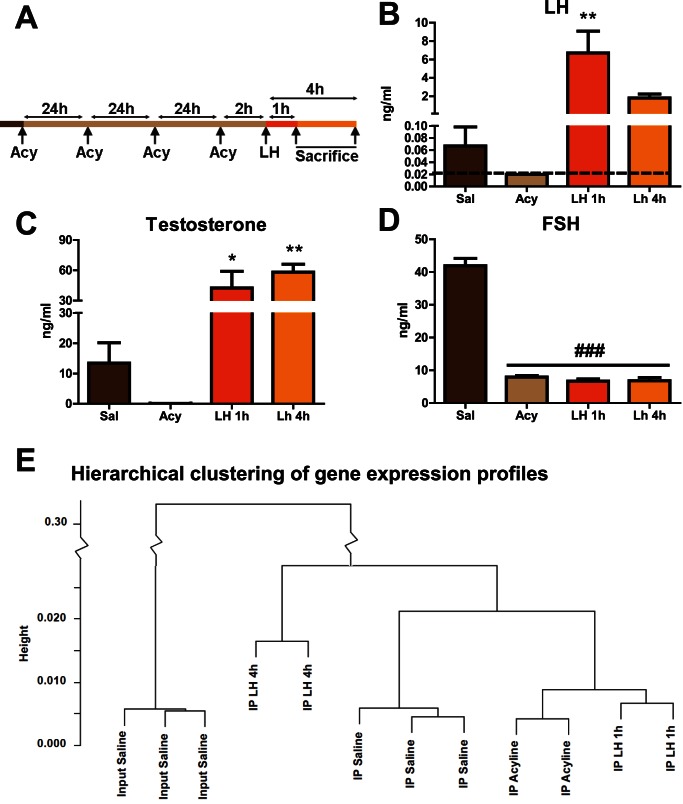
Experimental design, serum hormone levels, and hierarchical clustering of the microarray data after treatments. Experimental design is shown in panel (A). Cyp17iCre: RiboTag mice were injected with the GnRH antagonist acyline (300 ug) for 4 d before a single intraperitoneal injection of LH (2 units). Mice were sacrificed at 1 h and 4 h post-injection and serum levels of LH (B), T (C) and FSH (D) were determined by RIA or EIA (n = 4, from two independent experiments). Graphs show the mean ± SEM. Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. *** p<0.001, ** p<0.01, * p<0.05 *vs* acyline, ### p<0.001 *vs* saline. Dashed line in (B) shows the lower reportable limit. All acyline samples were below this limit. (E) Hierarchical clustering of the microarray data. Samples were clustered using all genes present in at least one sample. The y-axis represents the correlation distance (1-R) between each pair of samples at the nearest branch point between the two samples. Note that all samples from the same treatment group together.

After treatments, the HA-tagged polysomes were recovered and microarray analysis performed. 

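The LH experiment used Leydig IPs of 3 saline-treated, 2 acyline-treated, 2 LH 1 h and 2 LH 4 h samples, with 2 units of LH given after 4 days of acyline. LH acts on Leydig cells through its receptor Lhcgr and cyclic AMP. Array medians on the log2 scale were 6.466 and 6.484 after acyline, 6.469 and 6.486 at 1 h of LH, and 6.397 and 6.408 at 4 h, so the 4 h arrays lie lower by less than 0.1. Because of that shift the split of the 4 h changes into rises and falls depends on how arrays are scaled, and for the comparison with acyline it is given under each scaling beside the count. For 4 h against 1 h of LH and against saline the split is given under the main scaling only. The authors' values were fitted in limma with saline, acyline and both LH groups together, which leaves 5 residual degrees of freedom; lists of genes were tested with camera. With 2 arrays in a group many smaller changes are missed: in simulated data 26 percent of probe sets changed 1.5-fold, 52 percent of those changed 2-fold and 88 percent of those changed 4-fold were recovered at 1 h of LH. A change of 1.5-fold lies at the threshold of a call, which by itself keeps the 26 percent low. A fit without 1 of 2 arrays leaves a single array in that group, with the spread taken from the other groups. Calls kept and counts that rise in such fits are not separate tests.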

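The 2 LH 4 h IPs were the most separate hormone group of the Leydig arrays: they joined each other at a distance of 0.0197 (1 minus the correlation) and the other IPs at 0.0270. The 2 acyline IPs joined at 0.00558, the 2 LH 1 h IPs at 0.00845, and these groups joined each other at 0.00893. The 3 saline IPs joined within 0.00676 and met the acyline and LH 1 h arrays at 0.0185. Inputs, which hold germ cell RNA, met the IPs at 0.322. Single distances separate the groups less clearly: LH 4 h replicate 2 was nearer to acyline replicate 1 (0.0184) than to its own partner, and the LH 1 h IPs were nearer to acyline replicate 1 (0.00734 and 0.00833) than to each other. LH 4 h replicate 2 also lay nearer to input replicate 1 (0.255) than its partner did (0.306). In all 5 of 5 groups had their arrays together on 16349 probe sets, 5 of 5 with complete linkage and 5 of 5 without a filter on low values. On log2 values 4 of 5 groups were together, the LH 1 h arrays being apart.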

Hierarchical clustering of Affymetrix array data from all treatment groups correctly distinguished individual groups based upon their gene expression profiles, providing additional confidence in the experimental paradigm (Fig. 3*E*). 

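Sik1, a kinase that restrains CREB-driven transcription, rose 4.2-fold at 1 h of LH (log2 2.07, standard error 0.18, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0402), and Amotl2, a scaffold of the Hippo pathway, rose 2.43-fold (log2 1.28, standard error 0.12, adjusted p = 0.0448). They were the only 2 probe sets that passed and none fell, while 210 higher and 85 lower ones had an unadjusted p under 0.05, of which 44 and 16 changed at least 2-fold. Without the filter on low values, with an ordinary contrast or in a fit of only the 2 groups, neither passed and the count was 0. Sik1 was lost without acyline replicate 1 or 2 and Amotl2 without those or LH 1 h replicate 1. Without acyline replicate 1 or 2 the count was 0, without LH 1 h replicate 1 it was 1 and without LH 1 h replicate 2 it was 14. Of 12 genes of cyclic AMP and CREB feedback, 1 rose over all probe sets and 4 when adjusted over the list alone (camera adjusted p = 1.09e-06, and adjusted p = 0.279 with an estimated correlation). Gadd45b, which responds to stress, was higher by 1.81 (log2, standard error 0.30, adjusted p = 0.493) and Dusp1, a phosphatase of MAP kinases, by 1.35 (standard error 0.20, adjusted p = 0.416); neither passed. Of the 9 cell cycle genes of Fig. 4D, which the study chose from these arrays and are not independent evidence, 1 rose over all and 9 when adjusted over the list alone.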

Comparison of IP pellets from acyline treated versus 1 hr LH treated samples revealed 71 specific mRNAs with altered ribosome association at this time point, with most of the transcripts being increased (Fig. 4*A–B*, transcripts with a 2-fold or higher increase after 1 h of LH administration are shown in Fig. S4 *A*). A subsequent enrichment analysis (IP/input ratio in saline-treated animals) identified those transcripts enriched in Leydig cells (Fig. S4B). None of the transcripts positively regulated by LH are Leydig cell-specific (Enrichment >7). 

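Neither Sik1, with a ratio of IP to input of 0.529 in saline Leydig IPs, nor Amotl2, with 1.72, is Leydig-enriched, so 0 of the 2 transcripts that rose at 1 h of LH (limma, n = 2 LH and 2 acyline IPs) reached a ratio of 2, let alone 7. At an unadjusted p under 0.05 the picture is wider: of 210 higher probe sets 30 were at least 2-fold enriched and 2 were more than 7-fold enriched. Of 85 lower ones, 16 were enriched and 2 more than 7-fold.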

GO analysis of the transcripts with a 1.5 or higher fold change identified transcription factor activity and cell cycle as two of the top overrepresented categories (Fig. 4*C and D*). 

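Nr4a1, an orphan nuclear receptor of steroidogenic cells, was 5.59-fold higher at 1 h of LH (log2 2.48, standard error 0.31, n = 2 LH and 2 acyline IPs) at a limma adjusted p of 0.185. Fos was 4.13-fold higher (log2 2.05, standard error 0.52), Egr1 3.27-fold (log2 1.71, standard error 0.66), Jun by 1.04 on the log2 scale (standard error 0.23), Junb by 0.89 (standard error 0.23) and Myc by 0.81 (standard error 0.37). Of the 7 transcription factors of Fig. 4C none passed over all probe sets and 6 rose when adjusted over the list alone; the list was chosen from these arrays and is not independent evidence (camera adjusted p = 2.81e-15, and adjusted p = 0.0544 with an estimated correlation). Of 35 immediate early genes named without regard to these arrays, none passed over all, 7 rose when adjusted over the list alone and 10 were higher at an unadjusted p under 0.05 (camera adjusted p = 1.09e-06, and adjusted p = 0.558 with an estimated correlation). From 1 h to 4 h of LH, Nr4a1 was lower by 1.79 (log2, standard error 0.31, adjusted p = 0.0678), Fos by 1.77 (standard error 0.52), Egr1 by 1.41 (standard error 0.66) and Junb by 0.78 (standard error 0.23). In that comparison of n = 2 and 2 IPs none of the 7 passed over all and 4 fell when adjusted over the list alone. Jun did not fall in that step, with a change of -0.05 from 1 h to 4 h (standard error 0.23, adjusted p = 0.937). After acyline the change of Jun in Leydig IPs was 1.07 (log2) below the 0.30 in Sertoli IPs, a difference that did not pass (limma adjusted p = 0.128). Its acyline level thus lay below saline, and a level above saline at 4 h is not shown.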

One particular group of transcription factors showed a dramatic increase in ribosome association after 1 h of LH stimulation, returning to basal levels at 4 h of LH stimulation (Fig. 4*C*). Two of the most strongly induced factors, *Nr4a1* and *Egr1*, were validated by qRT-PCR analysis (Fig. 4*E–F*). Enrichment analysis indicated that *Nr4a1* and *Egr1* transcripts were either de-enriched (IP/input <1), or not enriched (IP/input ∼1) in control (saline treated) Leydig cells, respectively, but strongly induced in Leydig cells after 1 h of LH treatment, which is reflected in the increased enrichment ratio in 1 h LH samples (Fig. 4*E–F*). This is the expected result for genes that are expressed in multiple cell types in the testis but are LH regulated in Leydig cells (a more detailed enrichment analysis is illustrated in Fig. S5). 

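Nr4a1 was depleted in saline Leydig IPs, with a ratio to input of 0.390 (log2 -1.36, standard error 0.095, n = 3 IPs and 3 inputs, limma adjusted p = 7.59e-06), and Egr1, a zinc finger factor of the immediate early class, did not pass against input (ratio 0.828, log2 -0.27, standard error 0.11, adjusted p = 0.0632). Of the other factors of Fig. 4C, Jun, a subunit of AP-1, was enriched with a ratio of 2.63. In Sertoli IPs the ratio of Nr4a1 was 0.372, so its basal mRNA lies in neither cell type at a high share.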

Regarding the cell cycle GO category, *Rgs2* was identified as an interesting candidate because of its potential involvement in regulating the LH receptor. 

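Rgs2, which shortens signaling by Gq-coupled receptors, was 3.76-fold higher in Leydig IPs than in inputs (log2 1.91, standard error 0.14, n = 3 IPs and 3 inputs, limma adjusted p = 9.81e-06). Of 11 measured members it was the only 1 enriched, over all probe sets and when adjusted over the list alone, and Rgs22, a testis-specific member, was depleted with a ratio of 0.484. Its change after acyline was -1.02 (log2, standard error 0.31, adjusted p = 0.220), at 1 h of LH 1.94 (standard error 0.34, adjusted p = 0.496) and from 1 h to 4 h -1.07 (standard error 0.34, adjusted p = 0.196), and none of these passed with 2 or 3 IPs in a group. In Sertoli IPs Rgs2 was 4.50-fold enriched, so the transcript is shared by both somatic cell types.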

IP *versus* input analysis revealed that *Rgs2* was the only transcript of the *Rgs* family significantly enriched in Leydig cells (Fig. S6 *A*). Furthermore, qRT-PCR analysis of the IP fractions after acyline and LH treatment also confirmed that *Rgs2* levels were decreased by acyline, and that LH stimulation for 1 h significantly increased *Rgs2* transcript association with ribosomes. Enrichment ratios (IP/input) in acyline and 1 h LH samples also indicated that the increase in *Rgs2* was specific to Leydig cells, as the enrichment ratio increased in the 1 h LH sample and decreased in the acyline samples (Fig. *4G*).

**Figure 4:**
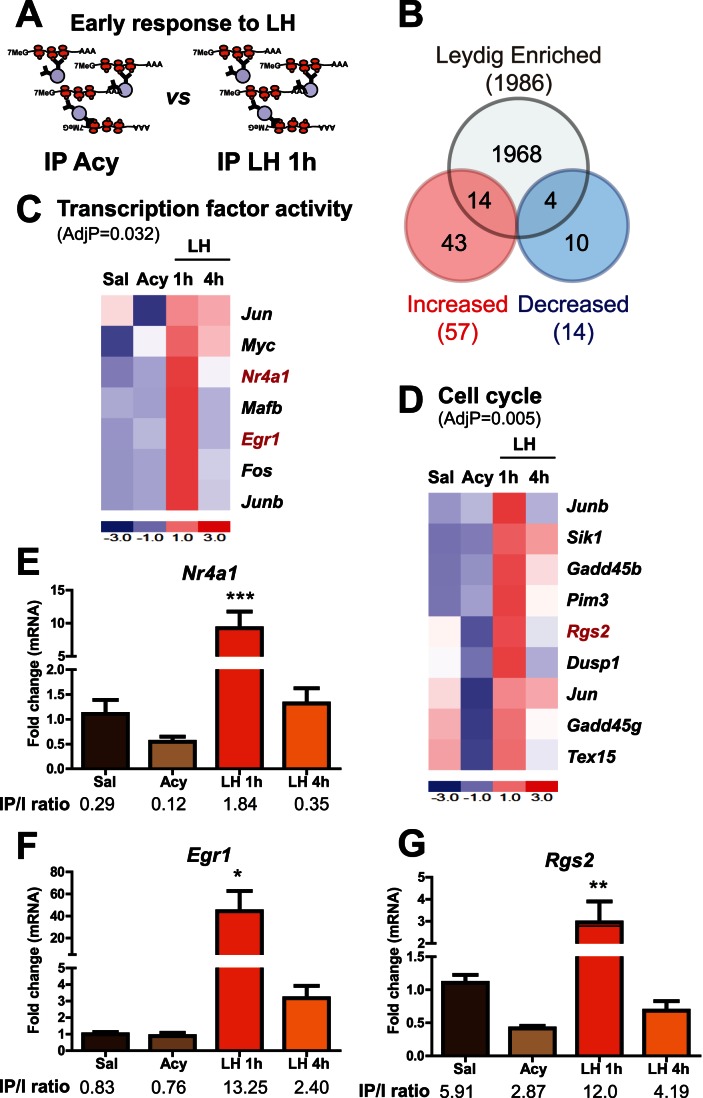
*In vivo* Leydig cell translational profile after 1 h of LH administration. (A) Cartoon shows the two experimental groups compared by microarray analysis. (B) Venn diagrams showing the number of mRNAs regulated after 1 h of LH administration (1.5 fold or higher) when compared to the acyline group in the IPs of Cyp17iCre: RiboTag mice by microarray analysis. Values in the intersection are the number of transcripts regulated by LH and enriched (IP/input >2 in untreated mice) in Leydig cells. GO analysis was performed on the transcripts that showed a fold increase of 1.5 or higher after 1 h of LH stimulation. Transcription factor activity (C) and cell cycle (D) were identified as significant categories. Heat maps show the regulation by microarray analysis of the transcripts included in these GO categories. AdjP: Adjusted p-value. Some transcripts (shown in red) were further confirmed by qRT-PCR because of their novelty or significance (E–F and G). Graphs show qRT-PCR confirmation for *Nr4a1*, *Egr1* (E–F) and *Rgs2* (G) in the IPs of Cyp17iCre: RiboTag mice treated with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h (n = 4, from two independent experiments). Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. *** p<0.001, ** p<0.01 and * p<0.05 *vs* acyline. IP *versus* input ratio (Enrichment) was assessed by qRT-PCR and shows the abundance of the transcript in Leydig cells. Data are the mean±SEM.

### Late Leydig Cell mRNA Profile after LH Restoration

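Slc16a3, which moves lactate across the plasma membrane, had the largest rise at 4 h of LH, 9.44-fold (log2 3.24, standard error 0.28, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.00621), and Hvcn1, a proton channel, rose 3.83-fold (log2 1.94, standard error 0.15, adjusted p = 0.00573). Mfsd2a, a carrier of lysophospholipids, rose 7.70-fold, Alas1, the first enzyme of heme synthesis, by 1.58 (log2, standard error 0.15) and Sik1 by 1.66 (standard error 0.18). Gem, a small GTPase, fell by 2.10 (log2, standard error 0.18), Trp53inp1 by 1.79 (standard error 0.14, adjusted p = 0.00573), Txnip, which limits glucose uptake, by 1.56 (standard error 0.12) and the cofactor Vgll3 by 1.52 (standard error 0.14). Over all, 60 probe sets rose and 90 fell, with 446 and 478 at an unadjusted p under 0.05; with median-centered arrays 158 rose and 77 fell, and after quantile normalization 28 rose and 62 fell. The count of 150 was 21 without acyline replicate 1, 1 without acyline replicate 2, 2 without LH 4 h replicate 1 and 482 without LH 4 h replicate 2. It was 19 without the filter on low values, 2 with an ordinary contrast and 1 in a fit of only the 2 groups. Hvcn1 and Trp53inp1 failed only without acyline replicate 2, Gem only without LH 4 h replicate 1, Slc16a3, Alas1, Txnip and Vgll3 without acyline replicate 2 or LH 4 h replicate 1, and Sik1 and Mfsd2a without those or acyline replicate 1. In a direct comparison of 4 h with 1 h of LH, 10 probe sets rose and 39 fell under the main scaling, Slc16a3 by 2.70 (log2, standard error 0.28, adjusted p = 0.0227) and Hvcn1 by 1.75 upward, Gem by 2.15 and Trp53inp1 by 1.86 downward.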

Microarray analysis of transcripts associated with HA-tagged polysomes in Cyp17iCre: RiboTag mice testis after 4 h of LH stimulation compared to those treated with acyline revealed 351 regulated mRNAs (Fig. 5*A–B*, transcripts with a 2 fold or higher increase after LH stimulation are shown in Fig. S7 *A*). Some of them were also identified as highly enriched in Leydig cells (Fig. S7 *B*). 

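Among the transcripts that fell at 4 h of LH, Lrrn1, a leucine-rich repeat membrane protein, was 9.61-fold enriched in saline Leydig IPs and Lifr 7.49-fold; Lrrn1 fell by 1.63 on the log2 scale (standard error 0.22, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0313) and Lifr by 1.45 (standard error 0.12). Txnip was 5.67-fold enriched and Serpinb6b 3.75-fold. Among the rises, Slc22a5, a carnitine transporter, was 3.77-fold enriched and Hvcn1 2.71-fold, while Mfsd2a had a ratio of 0.837. Of the 60 probe sets that rose 17 were at least 2-fold enriched and 2 more than 7-fold, and of the 90 that fell 54 and 11. The difference in share was not tested, and the split into rises and falls itself depends on the scaling. A lower share of Leydig RNA in the LH 4 h arrays would lower enriched transcripts too, and it was not tested. Lifr was lost without acyline replicate 2 or LH 4 h replicate 1, and Lrrn1, Serpinb6b and Slc22a5 without those or acyline replicate 1. At an unadjusted p under 0.05, 103 of 446 higher and 151 of 478 lower probe sets were enriched, and 16 and 19 more than 7-fold.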

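Osbpl6, an oxysterol-binding protein, was higher by 1.33 at 4 h of LH (log2, standard error 0.37, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.127) and Hsd17b7, which acts in cholesterol and estradiol synthesis, by 1.00 (standard error 0.38, adjusted p = 0.223), and neither passed. Of the 9 genes of Fig. 5C, which the study chose from these arrays and are not independent evidence, 7 were measured, of which 1 rose over all probe sets and 7 when adjusted over the list alone (camera adjusted p = 9.17e-08, and adjusted p = 0.118 with an estimated correlation). Of 17 steroidogenesis genes from textbook knowledge, 1 rose over all and 4 when adjusted over the list alone, with none lower (camera adjusted p = 0.287). Of 20 genes of cholesterol synthesis and uptake, 0 passed either way (camera adjusted p = 0.0635).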

Consistent with the known physiological role of Leydig cells, GO analysis of the transcripts with increased ribosome association (1.5 fold or higher) revealed that steroidogenesis-related categories were overrepresented (Fig. 5C). 

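Scarb1, which takes up cholesterol from high-density lipoprotein, rose 3.41-fold at 4 h of LH (log2 1.77, standard error 0.28, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0429); it failed without either acyline IP or LH 4 h replicate 1. Star was 1.97-fold higher (log2 0.98, standard error 0.17, adjusted p = 0.0528), Cyp11a1 higher by 0.70 (standard error 0.16, adjusted p = 0.0894) and Stard5 2.02-fold (log2 1.02, standard error 0.26, adjusted p = 0.109), and these did not pass, although each had an unadjusted p under 0.05. After acyline the changes were -0.61 for Star (standard error 0.16, adjusted p = 0.170), -0.83 for Cyp11a1 (standard error 0.15, adjusted p = 0.0819) and -0.65 for Stard5 (standard error 0.24, adjusted p = 0.283), opposite in sign to those of LH. Both comparisons use the same 2 acyline IPs, so the opposite signs are not independent evidence of a reversal. At 1 h of LH Stard5 was changed by 0.12 (standard error 0.26). Against saline (n = 3) Scarb1 at 4 h of LH was -0.25 (adjusted p = 0.581) and Star 0.37 (adjusted p = 0.196), and neither passed.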

Our results confirmed previously described transcripts, such as *Star, Cyp11a1* and *Scarb1*, but also revealed that the *Star*-related transcript *Stard5* is regulated by LH. Acyline treatment significantly reduced the ribosome-association of *Stard5*, which then increased significantly with 4 h of LH treatment. qRT-PCR analysis confirmed the microarray results (Fig. 5*D*). Enrichment analysis by microarray showed that *Star* (also known as *Stard1*), *Stard4* and *Stard5* were the only transcripts in the *Stard* family that showed a significant enrichment in the IP when compared to their inputs (Fig. S6 *B*). 

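Stard4, which moves sterol between membranes, was 3.69-fold higher in Leydig IPs than in inputs (log2 1.88, standard error 0.13, n = 3 IPs and 3 inputs, limma adjusted p = 6.12e-06) and Stard5, a bile acid and sterol binding member, 4.64-fold (log2 2.21, standard error 0.18, adjusted p = 1.71e-05). Of 10 measured members 3 were enriched, the third being Star, and 3 were depleted, over all probe sets and when adjusted over the list alone. The depleted members were Stard6 (0.291), which is expressed in germ cells, Stard10 (0.348) and Stard13 (0.472). Stard7 (1.89) and Stard8 (1.51) stayed below the 2-fold threshold. In Sertoli IPs Stard5 was 2.23-fold enriched, so it is not restricted to Leydig cells.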

The enrichment for *Stard5* in Leydig cells was further confirmed by qRT-PCR (Fig. 5*D* *legend*).

**Figure 5:**
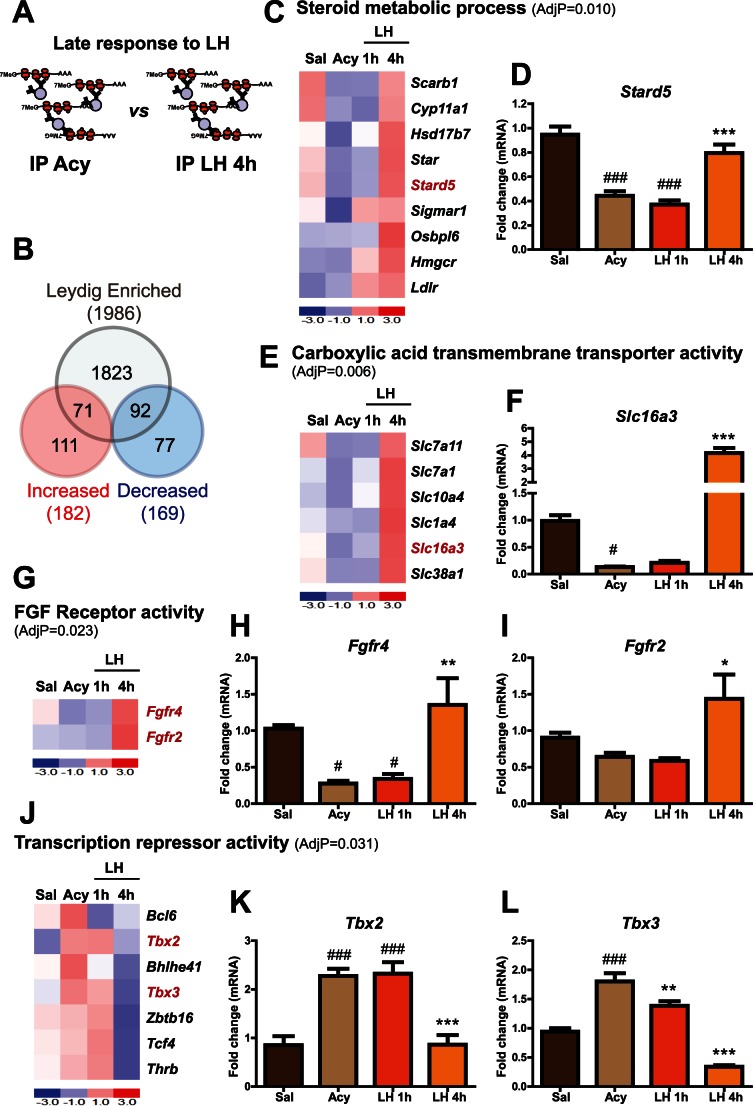
*In vivo* Leydig cell translational profile after 4 h of LH administration. (A) Cartoon showing the two experimental groups compared by the microarray analysis. (B) Venn diagrams showing the number of mRNAs regulated in the IPs of Cyp17iCre: RiboTag mice after 4 h of LH administration (1.5 fold or higher) when compared to the acyline group by microarray analysis. Values in the intersection are the number of transcripts regulated by LH and enriched (IP/input >2 in untreated mice) in Leydig cells. GO analysis was performed on the transcripts that showed a fold increase of 1.5 or higher after 4 h of LH stimulation. Steroid metabolic process (C), carboxylic acid transmembrane transporter activity (E), FGF receptor activity (G) and transcription repressor activity (J) were identified as significant GO categories. Heat maps show the regulation by microarray analysis of the transcripts included in these GO categories. AdjP: Adjusted p-value. Some transcripts (shown in red) were further confirmed by qRT-PCR because of their novelty or significance (D, F, H–I and K–L). Graphs show qRT-PCR confirmation for *Stard5* (D), *Slc16a3* (F), *Fgfr4*, *Fgfr2* (H–I), *Tbx2* and *Tbx3* (K–L) in the IPs of Cyp17iCre: RiboTag mice testis treated with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h (n = 4, from two independent experiments). Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. ### p<0.001, # p<0.05 *vs* saline; *** p<0.001, ** p<0.01, * p<0.05 *vs* acyline. Enrichment (IP *versus* input ratio) for the analyzed transcripts in saline-treated animals by qRT-PCR analysis was the following: 17.4±1.3 for *Slc16a3,* 21.6±2.3 for *Star*, 9.8±1.3 for *Stard5*, 8.0±0.7 for *Scarb1,* 12.0±1.2 for *Fgfr2*, 15.9±1.2 for *Fgfr4,* 4.1±0.9 for *Tbx2*, and 13.3±1.6 for *Tbx3*. Data are the mean±SEM.

Importantly, our approach allowed us to identify novel overrepresented categories after 4 h of LH exposure such as carboxylic acid transmembrane transporter activity and FGF receptor activity (Fig. 5*E and G*). 

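Slc38a1, a glutamine transporter, was 3.83-fold higher at 4 h of LH (log2 1.94, standard error 0.35, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0544), the cystine transporter Slc7a11 higher by 1.05 (standard error 0.38, adjusted p = 0.210), Slc7a1, which carries cationic amino acids, by 0.91 (standard error 0.25, adjusted p = 0.120) and Slc1a4, for neutral ones, by 0.94 (standard error 0.35, adjusted p = 0.217). None of these 4 passed over all probe sets. Of the 6 genes of Fig. 5E, chosen from these arrays and not independent evidence, 5 were measured, of which 1 rose over all and 5 when adjusted over the list alone (camera adjusted p = 1.31e-06, and adjusted p = 0.118 with an estimated correlation). Of 27 ATF4 targets and amino acid transporters 0 passed over all and 3 were higher when adjusted over the list alone (camera adjusted p = 0.00859, and adjusted p = 0.888 with an estimated correlation). In saline Leydig IPs Slc38a1 was 12.3-fold and Slc7a11 8.28-fold enriched, and Slc7a1, at 1.89, was not.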

Most of the transcripts related to carboxylic acid transmembrane transporter activity were amino acid transporters (*Slc7a1, Slc38a1, Slc7a11, Slc1a4)*, yet the most prominent was the lactic acid and pyruvate proton-linked transporter *Slc16a3* (monocarboxylic acid transporter 4; MCT4). 

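Slc16a3 was 5.16-fold higher in saline Leydig IPs than in inputs (log2 2.37, standard error 0.17, n = 3 IPs and 3 inputs, limma adjusted p = 8.09e-06). After acyline its change was -1.47 on the log2 scale (standard error 0.26, n = 2 acyline and 3 saline IPs, adjusted p = 0.0819), which did not pass. At 4 h of LH it exceeded its saline level by 1.77 (standard error 0.26, adjusted p = 0.0107), so the response went beyond a return to the untreated state. Of 10 measured monocarboxylate transporters 4 were enriched and 1 was depleted, over all probe sets and when adjusted over the list alone: besides Slc16a3 these were Slc16a13 (4.97-fold), Slc16a1, the most widely expressed lactate carrier (3.66-fold), and Slc16a9 (3.51-fold), with Slc16a7 at 0.300. In Sertoli IPs Slc16a3 was 2.02-fold enriched.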

*Slc16a3* was also significantly enriched in the IPs as assessed by microarray and qRT-PCR analysis (Fig. 5*F* *legend and* Fig. S6 *C*). qRT-PCR analysis confirmed that the ribosome-association of this transcript was reduced after acyline treatment and dramatically increased after 4 h of LH treatment (Fig. 5*F*). In addition, two members of the FGF receptor activity family transcripts (*Fgfr4, Fgfr2*) showed increased ribosome-association in the microarray analysis after 4 h of LH treatment (Fig. 5*G*) and were significantly enriched in Leydig cell polysomes (Fig. S6 *D*). qRT-PCR analysis confirmed these results (Fig. 5*H–I*). 

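Fgfr4 was 2.15-fold higher at 4 h of LH (log2 1.11, standard error 0.28, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.102) and Fgfr2, which is needed for male sex determination, 1.54-fold (log2 0.62, standard error 0.29, adjusted p = 0.302), and neither passed. Of the pair, listed in Fig. 5G and chosen from these arrays, so not independent evidence, 0 passed over all probe sets and 1 was higher when adjusted over the list alone (camera adjusted p = 0.0207, and adjusted p = 0.250 with an estimated correlation). In saline Leydig IPs Fgfr2 was 7.46-fold enriched (log2 2.90, standard error 0.11, n = 3 IPs and 3 inputs), Fgfr4 4.07-fold (log2 2.02, standard error 0.079) and Fgfr1 2.03-fold, so 3 of 5 measured receptors passed, over all and when adjusted over the list alone. In Sertoli IPs the ratio of Fgfr2 was 0.590 and that of Fgfr4 0.734.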

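S1pr3, a receptor for sphingosine-1-phosphate, was 4.27-fold higher at 4 h of LH than after acyline (log2 2.09, standard error 0.39, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0587) and S1pr1, coupled to inhibition of adenylate cyclase, was higher by 1.04 (standard error 0.27, adjusted p = 0.107). Neither passed over all probe sets, and the pair rose when adjusted over the list alone; these genes were named from these arrays and are not independent evidence (camera adjusted p = 0.00197, and adjusted p = 0.118 with an estimated correlation). Against saline (n = 3), S1pr3 rose by 1.77 at 4 h of LH (standard error 0.36, adjusted p = 0.0310). After acyline S1pr1 changed by -0.97 (standard error 0.24, adjusted p = 0.168). In saline Leydig IPs S1pr3 was 3.72-fold and S1pr1 3.38-fold enriched over input.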

Finally, transcripts involved in the negative regulation of adenylate cyclase activity were also induced after 4 h of LH, which included the sphingosine-1-phosphate (S1P) receptors *S1pr1* and *S1pr3* (Fig. S7C), suggesting a possible role of S1P in the modulation of LH signaling in Leydig cells.

### Negative Regulation of Leydig Cell Transcripts after LH Administration

LH administration also resulted in decreased ribosome-association of a group of mRNAs which was more evident after 4 h of LH treatment compared with 1 h LH (Fig. 4*B* and 5*B*) and included novel Leydig cell-specific (or highly enriched) transcripts (Fig. S7 *B*). mRNAs that showed a 2-fold or greater decrease after 4 h of LH administration are listed in Fig. S7 *E*. Among them, *Fetub* was confirmed by qRT-PCR to be highly specific to Leydig cells and significantly reduced after LH treatment (Fig. S7 *D*).

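Fetub, with a ratio of IP to input of 17.6, was lower by 1.11 on the log2 scale at 4 h of LH (0.463-fold, standard error 0.27, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0969) and by 0.61 at 1 h (standard error 0.27, adjusted p = 0.824), and neither passed. Its change from 1 h to 4 h was -0.50 (standard error 0.27, adjusted p = 0.409), and acyline moved it by 0.46 (standard error 0.25, adjusted p = 0.445). Of 9 serpins of Table S4, 8 were below 0 at 4 h with a median of -0.20, 0 passed over all probe sets and 1 fell when adjusted over the list alone (camera adjusted p = 0.00110, and adjusted p = 0.118 with an estimated correlation; the list was chosen from these arrays and is not independent evidence). Of the 10 Leydig receptors of Fig. 2, also chosen by the study from these arrays, 2 fell over all and when adjusted over the list alone, and 1 rose in the latter. From 1 h to 4 h Klhl14, with a ratio of IP to input of 9.86, fell by 1.30 (standard error 0.13, adjusted p = 0.0184), Stc1, a secreted stanniocalcin, by 1.76 (standard error 0.22) and the phagocytosis receptor Mertk by 1.30 (standard error 0.13).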

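Zbtb16, a zinc finger repressor, was lower by 1.93 on the log2 scale at 4 h of LH (standard error 0.36, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0584), Bcl6 by 0.77 (standard error 0.20, adjusted p = 0.113), Tcf4 by 0.68 (standard error 0.15, adjusted p = 0.0805) and Bhlhe41, of the circadian feedback loop, by 0.81 (standard error 0.38, adjusted p = 0.300), and these did not pass. Of the 7 genes of Fig. 5J, which the study chose from these arrays and are not independent evidence, 1 fell over all probe sets, the T-box gene Tbx3, and 6 when adjusted over the list alone (camera adjusted p = 9.17e-08, and adjusted p = 0.0893 with an estimated correlation). At 1 h of LH Bcl6 was already lower by 1.23 (standard error 0.20, adjusted p = 0.493). Against saline (n = 3) Zbtb16 at 4 h fell by 1.67 (standard error 0.33, adjusted p = 0.0283) and Tcf4 by 0.60 (adjusted p = 0.0400).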

Transcriptional repressor activity was among the most significant GO categories of transcripts that were reduced after 4 h of LH (Fig. 5*J*). 

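Tbx3, a T-box repressor, fell by 1.26 on the log2 scale at 4 h of LH (standard error 0.13, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0141), and its call was lost without acyline replicate 2 or LH 4 h replicate 1. Tbx2 was lower by 0.63 (standard error 0.15, adjusted p = 0.0988) and did not pass. After acyline Tbx2 was higher by 0.77 (standard error 0.14, adjusted p = 0.0882) and Tbx3 by 0.66 (standard error 0.12, adjusted p = 0.0819), and neither passed with n = 2 acyline and 3 saline IPs. At 1 h of LH their changes were -0.15 for Tbx2 and -0.13 for Tbx3 (standard error 0.13, adjusted p = 0.908), so most of the fall of Tbx3 came between 1 h and 4 h, where it was -1.13 (standard error 0.13, adjusted p = 0.0328). Tbx3 was 3.52-fold and Tbx2 2.01-fold enriched in saline Leydig IPs (n = 3 IPs and 3 inputs), the only 2 of 9 measured members, over all probe sets and when adjusted over the list alone. The change of Tbx2 after acyline differed between Leydig and Sertoli cells by 0.94 (standard error 0.15, adjusted p = 0.0229), with -0.17 in Sertoli cells. Tbx2 is not among the transcripts whose difference held whichever array was left out.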

*Tbx2* and *Tbx3* were two transcripts with transcription repressor activity that responded robustly to acyline and LH. qRT-PCR analysis confirmed that acyline significantly increased the ribosome-association of *Tbx2* and *Tbx3,* which was reversed with 1 h of LH treatment for *Tbx3* and 4 h of LH treatment for *Tbx2* (Fig. 5*K–L*). qRT-PCR results also confirmed that these transcripts were significantly enriched in Leydig cells (Fig. 5*K–L*, *legend*) and similar analysis using the microarray data showed that these transcripts were the only *Tbx* family members that showed a significant enrichment in Leydig cells (Fig. S6 *E*). Another significant GO category of transcripts with decreased polysome-association after 4 h of LH stimulation included those with ligand-dependent nuclear receptor activity, and contained the thyroid hormone receptor *Thrb*, the Rev-Erb receptors *Nr1d1* and *Nr1d2,* and the orphan receptor *Nr0b2* (Fig. S7 *F*). These nuclear receptors are also known to act as transcriptional repressors.

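Thrb, a receptor for thyroid hormone, was lower by 0.72 on the log2 scale at 4 h of LH (standard error 0.18, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0990), Nr1d2, a heme-binding repressor of clock genes, by 0.74 (standard error 0.16, adjusted p = 0.0818) and its relative Nr1d1 by 0.95 (standard error 0.37, adjusted p = 0.235), and none of these 3 passed over all probe sets. Nr0b2, which represses the nuclear receptors of steroidogenesis, fell by 0.98 (standard error 0.14, adjusted p = 0.0389), and its call was lost without either acyline IP or LH 4 h replicate 1. Of the 4 genes of Fig. S7F, which the study chose from these arrays and are not independent evidence, 1 fell over all, Nr0b2, and 4 when adjusted over the list alone (camera adjusted p = 4.59e-05, and adjusted p = 0.118 with an estimated correlation). In saline Leydig IPs Thrb was 4.74-fold enriched, while Nr1d1 (1.52) and Nr1d2 (1.69) did not reach 2-fold.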

### Regulation of Aquaporin 2 by LH in Leydig Cells

Microarray analysis of transcripts associated with the HA-tagged polysomes in Leydig cells revealed that aquaporin 2 (*Aqp2*) was strongly regulated by acyline and LH treatment. 

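Aqp2, a water channel of the apical membrane in kidney, was 4.31-fold higher at 4 h of LH than after acyline (log2 2.11, standard error 0.38, n = 2 LH and 2 acyline IPs, limma adjusted p = 0.0544), and after acyline it was changed by -1.43 (standard error 0.35, n = 2 acyline and 3 saline IPs, adjusted p = 0.161); neither passed. At 1 h of LH its change was -0.04 (standard error 0.38, adjusted p = 0.994), and from 1 h to 4 h it was 2.14 (standard error 0.38, adjusted p = 0.0678). Against saline the 4 h value was 0.68 (adjusted p = 0.269). The changes after acyline, at 4 h and from 1 h to 4 h each had an unadjusted p under 0.05.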

Under basal conditions, *Aqp2* showed a high enrichment in Leydig cells (Fig. 6*A* legend); however, the enrichment was not equivalent to the most Leydig-cell specific transcripts, suggesting that *Aqp2* was also expressed in other cell types of the testis. The microarray results were confirmed by qRT-PCR analysis, western blot of total testis protein lysates and immunohistochemistry using an anti-aquaporin 2-specific antibody (Fig. 6*A–*C). Immunohistochemistry also revealed staining in the central region of some seminiferous tubules, consistent with our results suggesting that *Aqp2* mRNA was highly enriched but not specific to Leydig cells. We confirmed *Aqp2* expression and regulation by LH in the MA-10 Leydig cell line. LH treatment induced a 120-fold increase in *Aqp2* mRNA after 2 h of LH, which was sustained after 4 h and 8 h of LH treatment (Fig. 6*D*). This increase in *Aqp2* mRNA was directly correlated with a dramatic increase in aquaporin 2 protein (Fig. 6*E*). Our data supports a direct regulation of this water channel by LH. In addition, microarray analysis revealed that *Aqp2* was the only member of the aquaporin family that showed a significant enrichment in Leydig cells (Fig. S6 *F*). These results suggest that Leydig cells may be regulating water transport by an LH/cAMP dependent signaling pathway similar to that observed in the vasopressin-dependent epithelial cells of the kidney collecting ducts. 

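Aqp2 was 6.58-fold higher in saline Leydig IPs than in inputs (log2 2.72, standard error 0.20, n = 3 IPs and 3 inputs, limma adjusted p = 9.78e-06) and was the only 1 of 10 measured aquaporins enriched, over all probe sets and when adjusted over the list alone. Aqp7, a glycerol channel of sperm (0.319), Aqp9 (0.328) and Aqp11 (0.336) were depleted. Aqp8, the water channel with the highest ratio in Sertoli IPs (6.84), had a ratio of 1.09 in Leydig IPs. In Sertoli IPs Aqp2 had a ratio of 0.758.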

The biological role of this transport in Leydig cell function is unknown.

**Figure 6:**
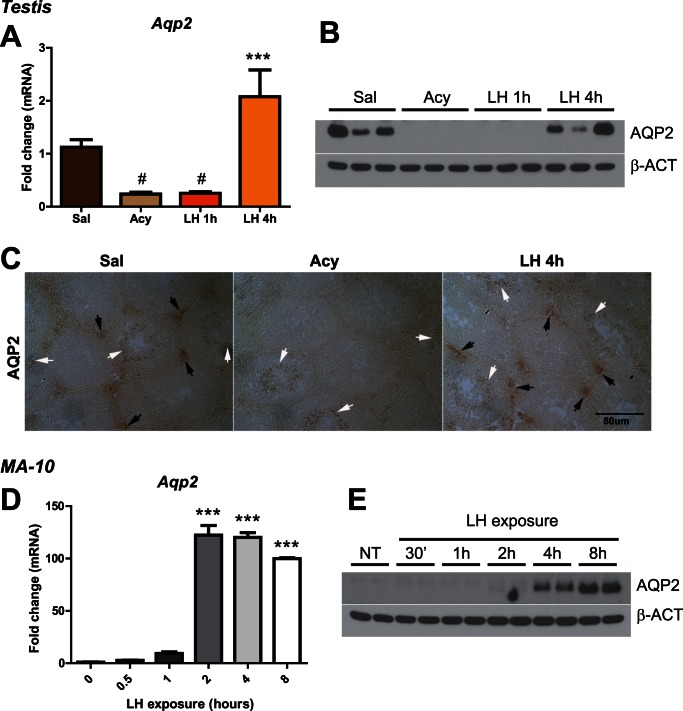
Aquaporin 2 is actively translated in Leydig cells after LH stimulation. (A) qRT-PCR analysis of *Aqp2* mRNA in the IPs of Cyp17iCre: RiboTag mice treated with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h (n = 4, from two independent experiments). Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. # p<0.05 *vs* saline; *** p<0.001 *vs* acyline. Enrichment (IP *versus* input ratio) for *Aqp2* in saline-treated animals was 17.9±1.7 by qRT-PCR analysis. Data are the mean±SEM. (B) Western blot analysis of aquaporin 2 in testis lysates of mice treated with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h. Membrane was reprobed with an anti-beta-actin antibody to confirm equal loading of the samples. (C) Immunohistochemistry for aquaporin 2 in testis sections of mice treated with saline, acyline and acyline+LH for 4 h. Black arrows show staining in Leydig cells and white arrows show staining in germ cells. (D) qRT-PCR analysis of *Aqp2* mRNA in MA-10 cells after LH stimulation (0.2 u/ml). Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. *** p<0.001 *vs* 0 h. (E) Western blot analysis of aquaporin 2 in MA-10 cell lysates after LH exposure (0.2 u/ml) for different time points.

### LH Increases the Polysome-association of Ribosomal Protein Transcripts

Cluster analysis of the microarray data from the IPs (Text S1) showed an important cohort of transcripts whose polysome-association was increased after 1 h and 4 h of LH administration (Fig. S8 *A*). In addition to several mRNAs coding for elongation and initiation factors, 62% of the probes in this cluster were for ribosomal protein transcripts (Fig. 7*A and B*). One of these mRNAs, *Rps8*, was further confirmed by qRT-PCR (Fig. S8 *B*). This increased presence of ribosomal protein mRNAs in the IPs correlated with an increased phosphorylation of the ribosomal protein S6 at Ser235/236. 

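Ribosomal protein mRNAs, which encode the ribosome itself, were higher together at 4 h of LH, by small amounts: their median change was 0.26 on the log2 scale, 51 of 55 were above 0 (n = 2 LH and 2 acyline IPs), and none passed over all probe sets and 1 when adjusted over the list alone (camera adjusted p = 8.67e-15, and adjusted p = 0.446 with an estimated correlation). At 1 h the median was 0.14 with 42 of 55 above 0 and none passing either way (camera adjusted p = 1.09e-06, and adjusted p = 0.440 with an estimated correlation). Against saline (n = 3) Rps12 rose by 1.04 (standard error 0.14, adjusted p = 0.0101), and the list had a median of 0.42 with 54 of 55 above 0. After acyline without LH the list already had a median of 0.18 against saline with 53 of 55 above 0, so part of the 0.42 is not due to LH. Mitochondrial ribosomal protein mRNAs had medians of -0.09 at 1 h and 0.05 at 4 h against acyline over 77 genes, and 0.17 at 4 h against saline with 64 above 0. Of the factors, Eif3f was higher by 0.50 (standard error 0.097, limma adjusted p = 0.0612), Eef1e1 by 0.52 (standard error 0.14, adjusted p = 0.129) and Eef1b2 by 0.34 (standard error 0.11, adjusted p = 0.161) at 4 h, while Eef1a1 (0.12) and Eef2 (0.05) hardly moved. None of the 6 of Fig. 7A, chosen from these arrays and not independent evidence, passed over all or when adjusted over the list alone.
A cluster of probe sets higher at 1 h and 4 h of LH held 152 members, of which 37 (24.3 percent) named 1 ribosomal protein gene, 10 genes in all. Of the 152 members, 66 named 1 gene and 86 named none or several. Among tested probe sets 0.867 percent named a ribosomal protein, and the share was 56.1 percent of the members that name 1 gene. Many of the 37 measure the same gene, so no p is given for the difference. With probe sets that name several genes the share was 27.6 percent. The share was 11.0 and 14.9 percent without LH 1 h replicates 1 and 2, 15.7 and 15.3 percent without LH 4 h replicates 1 and 2, and 16.0 percent without acyline replicate 1. The paper proposes that LH stimulates translation through mTOR and that the mRNAs of the translation machinery respond to it.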

Western blot analysis of testis lysates showed a decrease in the phosphorylation of the ribosomal protein S6 after acyline treatment, and a dramatic increase after 1 h of LH treatment that was sustained at 4 h (Fig. 7*C*). Immunohistochemical analysis localized these changes to the Leydig cell compartment in the interstitial space (Fig. 7*D*).

**Figure 7:**
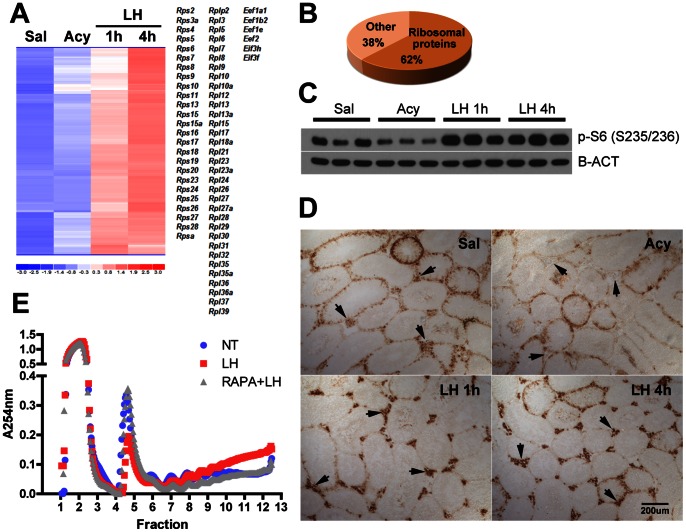
LH induces ribosomal protein translation. (A) Microarray cluster containing the probes that showed increased polysome-association in Cyp17iCre: RiboTag mice after 1 h and 4 h of LH administration. All ribosomal proteins and elongation/initiation factors present in the cluster are listed. Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test (p<0.01 *vs* acyline). (B) Pie chart representing the percentage of probes for ribosomal proteins contained in (A). (C) Western blot analysis of phospho-S6 (S235/236) levels in testis lysates after acyline and LH treatment (D) Immunohistochemistry for phospho-S6 ribosomal protein (Ser 235/236) in testis sections of saline, acyline, or acyline+LH-treated mice. Arrows point to the interstitial spaces, where Leydig cells are located. (E) Representative polysome profiles of untreated, LH-treated or rapamycin+LH-treated MA-10 cells. Fractions 1–3 contain the cytosolic fraction, 4–5 the monosome fraction, and fractions 6–12 contain the polysome fraction. Cells were serum-starved overnight and treated for 30 min with Rapamycin (20 nM) or vehicle prior to the addition of LH (0.2 u/ml) for 1 h.

We hypothesized that this increased polysome association of mRNAs coding for components of the translational machinery was in response to a stimulatory effect of LH on the translational activity of Leydig cells, and that this effect was mediated by mTOR, as suggested by the increased phosphorylation of S6. To confirm this hypothesis, we assessed the translational status of MA-10 cells after LH stimulation, with or without the addition of the mTOR inhibitor rapamycin (Fig. 7*E*). Polysome profiling analysis of MA-10 cells after LH treatment revealed a decrease in the monosome peak (fractions 4 and 5) with a concomitant increase in the abundance of heavy polysomes (fractions 9–12), consistent with an increased rate of translation initiation. Rapamycin pretreatment prevented the LH effect on the polysome profile confirming the involvement of mTOR signaling in this process. The inhibitory effect of rapamycin on mTOR activity was confirmed by Western blot analysis of phospho-S6 in the lysates (Fig. S8 *C*).

## Discussion

A variety of strategies have been used previously to identify mRNA transcripts specific to somatic cell types in the testis, but these have required purification of Leydig or Sertoli cells using several days of cell culture in conjunction with *in silico* subtraction methods to establish cell-type specific transcripts [30]. Although these approaches have provided valuable insight into testicular biology, they depend upon cell culture techniques that can substantially affect gene expression over several days and are not well adapted to multiple measurements during hormonal regulation. In this paper we have used Cre Driver mice to express tagged ribosomes in either Sertoli or Leydig cells and then directly isolate actively translated mRNAs by polysome immunoprecipitation. Hence, we provide a unique approach to isolate transcripts directly from the complex three-dimensional environment of the testis giving us a snapshot of the translatome in a specific cell type *in vivo*.

RiboTag analysis of AMH-Cre or Cyp17iCre driven cell transcriptomes by enrichment ratio (IP/input) clearly delineated the transcripts specific to Sertoli or Leydig cells, respectively. Enrichment for classical markers was achieved along with identification of previously unidentified cell-specific receptors and enzymes, which will help shed light on the biology of these cell types. In Sertoli cells, the mannose receptor *Mrc1* was one of the novel cell-specific (or highly enriched) receptors described. Although the role of this receptor in Sertoli cells is currently unknown, one of its ligands, the extracellular protease tPA (tissue plasminogen activator, *Plat*) [31], [32] is also Sertoli -cell- specific according to our enrichment analysis. In the testis, the plasminogen activator system is thought to be involved in the degradation of components of the extracellular matrix for the remodeling of the seminiferous tubule during spermatogenesis [33], [34]. Therefore, MRC1 may bind tPA to concentrate its activity in the immediate environment of the Sertoli cell, or participate in the clearance of this protease from the extracellular space [35]. In Leydig cells, enrichment analysis also uncovered new potential targets for the regulation of Leydig cell function by identifying novel cell-specific receptors and enzymes. The scattered Cre-expressing cells in the Cyp17iCre: RiboTag mice that were visualized within the tubule by immunohistochemistry could be identified as Sertoli cells by the mRNA enrichment experiments.

Gene Ontology (GO) analysis of genes enriched in Sertoli and Leydig cells confirmed some well-known functions of these cell types, including regulation of sex determination and the unique actin-containing structures known as ectoplasmic specializations in Sertoli cells [36], [37], [38], and steroid biosynthetic categories in the Leydig cells. However, additional GO categories suggest potential novel biological functions and novel players within these unique cell types. Interestingly, GO analysis in Sertoli cell-enriched genes yielded less statistically robust categories than Leydig-enriched genes, which may be indicative of the more complex cellular role of Sertoli cells in supporting the development of the spermatogonia to become spermatocytes, spermatids and finally mature spermatozoa.

Sertoli cell gene regulation was examined by shutting off endogenous GnRH driven gonadotropin secretion using GnRH receptor antagonists (acyline or cetrorelix) prior to administration of either testosterone (T) or FSH. Analysis of the Sertoli cell ribosome-associated mRNA profile after gonadotropin deprivation demonstrated relatively modest changes and consistent with this, the administration of T or FSH to gonadotropin depleted mice produced changes in only a small number of polysome-associated mRNAs that were Sertoli cell enriched. Among them, we confirmed the regulation of the phosphodiesterase, PDE4D, by FSH as previously described [39], [40]. 

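Pde4d, a phosphodiesterase that breaks down cyclic AMP, was 1.74-fold higher at 4 h of FSH (log2 0.79, standard error 0.17, n = 2 FSH and 2 acyline IPs, limma adjusted p = 0.576) and did not pass, although its unadjusted p was under 0.05. At 1 h of FSH its change was -0.12 (standard error 0.17, adjusted p = 0.895), and 4 h was not tested against 1 h. In saline Sertoli IPs Pde4d was 3.74-fold enriched.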

The modest response of Sertoli cell mRNAs to GnRH antagonists may be due to the residual levels of FSH that remained after antagonist treatment. However, these results suggest that Sertoli cells are not acutely dependent on FSH in contrast to the rapid response of Leydig cells to LH and are consistent with the observation that LH, but not FSH, is essential for fertility in male mice [41], [42].

In contrast to the modest response of Sertoli cell genes to hormonal manipulations, Leydig cell-enriched transcripts responded dramatically to LH. LH stimulation for 1 h induced immediate-early transcription factor activity including *Nr4a1*, *Junb*, *Jun*, *Fos* and *Myc,* in agreement with previous results [43], [44]. In addition we discovered that Egr1 mRNA is strongly induced by LH at this time point. Further analysis of transcripts showing an early response to LH revealed novel candidates for downstream cell signaling such as the regulator of G protein signaling 2 (*Rgs2),* which was induced at 1 h and then returned to baseline at 4 h. G protein-coupled receptors (GPCRs) such as the LH/CG receptor (*Lhcgr*) are negatively regulated by the RGS family and previous reports identified RGS2 as an attenuator of G protein activity during LH receptor signaling in granulosa cells of the ovary [45], [46]. Our results suggest that RGS2 may have similar actions in the Leydig cell. In addition, the fast and transient association of this transcript with polysomes (within 1 h of LH stimulation) is consistent with a role in the regulation of receptor signaling.

Regulation of transcripts involved in steroid metabolism occurred at the later time point (4 h), which suggests that the burst of immediate early gene expression seen at 1 h may be required for subsequent induction of genes involved in steroid biosynthesis at 4 h. Our results confirmed the regulation of several mRNAs involved in the transport and uptake of cholesterol, such as *Star* and *Scarb1*, but, more interestingly, our data revealed that *Star* is not the only START (StAR-related lipid transfer) domain-containing gene to be regulated by LH. *Stard5*, another START-containing transcript, is also enriched in Leydig cells and regulated by LH. It has been proposed that StarD5 may act as a soluble cholesterol transporter shuttling cholesterol from intracellular stores to various membranes such as the plasma membrane or the endoplasmic reticulum (ER) [47]. Thus, in the Leydig cell, StarD5 may be mediating intracellular trafficking of cholesterol. Our results showing that acyline decreases and LH restores *Stard5* transcripts in Leydig cells differs from results using MA-10 cells [48]. Other studies using the Leydig cell tumor line, MA-10, have not always been in agreement with *in vivo* or primary cell culture studies [49], [50] highlighting the importance of using *in vivo* physiological approaches.

The Fibroblast Growth Factor (FGF) family of ligands and its receptors are another category of signaling molecules that play important roles in development of the primitive gonad but also appear to have roles in the fetal, immature and adult testis [51], [52], [53]. Our results demonstrate that in adult Leydig cells, LH signaling is required for the maintenance of *Fgfr2* and *Fgfr4* expression. It has been suggested (using cell culture systems) that FGF signaling in adult and fetal Leydig cells is only responsible for LH-independent steroidogenesis, with no effects on LH/hCG-directed steroid synthesis [54], [55]. Our results suggest that in a physiological environment, FGF signaling via FGFR2 and FGFR4 may be responsive to LH levels.

We have also described the transcripts that undergo negative regulation after LH stimulation. The T-box transcription factors *Tbx2* and *Tbx3* showed increased polysome association when gonadotropin tone was reduced with acyline, and decreased again when LH was restored. *Tbx2* is highly expressed in P0 testis in the interstitium compartment and then decreases below detection at P14 as measured by immunohistochemistry [56]. Leydig cells are a major cell component of the interstitium and our more sensitive mRNA assays demonstrate that both *Tbx2* and *Tbx3* continue to be expressed in adult Leydig cells where they are repressed by the presence of LH. The role of *Tbx2* or *Tbx3* in adult male gonads is unknown since knockout of these genes results in embryonic lethality [57], [58], [59].

Our results have also uncovered specific regulation of the water channel, AQP2, by LH in the Leydig cell. In contrast to a previous study suggesting that *Aqp2* transcripts were restricted to germ cells of the mouse testis [60], our data revealed that *Aqp2* transcripts are in fact highly enriched in Leydig cells and dramatically regulated by LH. This discrepancy may be explained by the indirect method of assessing *Aqp2* expression using a transgenic mouse with a modified Cre recombinase cassette expressed under the control of a 14 kb fragment of the human *Aqp2* promoter [60]. Although the biological significance of AQP2 expression in Leydig cells is unknown, it is well established that Leydig cells have a prominent role in the regulation of the interstitial fluid volume and hCG has been to shown to directly regulate interstitial fluid volume through its actions on these cells [61], [62]. It is also possible that the role of AQP2 in Leydig cells may be cell-autonomous and related to intracellular changes in fluid dynamics in the Leydig cell as these cells become metabolically more active and are synthesizing steroids.

Finally, our results also provide evidence for LH-dependent regulation of the translational apparatus and thus protein synthesis in Leydig cells. The increased ribosome association of a large number of ribosomal protein transcripts as well as several elongation and initiation factor transcripts after LH stimulation suggests a potent stimulatory effect of LH on the translational machinery of the Leydig cell. This increased ribosome association of components of the translational apparatus appears to be mTOR-dependent in agreement with previous reports describing the regulation of protein synthesis by mTOR functioning within the mTORC1 complex [63]. Messenger RNAs coding for ribosomal proteins and elongation/initiation factors are characterized by the presence a 5′ terminal oligopyrimidine tract (referred to as 5′TOP mRNAs) and these transcripts have recently been confirmed to be regulated by mTORC1 at the translational level [64], although there are conflicting results [65]. Our results demonstrate that LH induces the activation of mTOR *in vivo* as assessed by the phosphorylation of the ribosomal protein S6, which correlates with an increased ribosome-association of 5′TOP mRNAs. Although S6 phosphorylation is a reliable marker for mTOR activity, this phosphorylation is not responsible for the translational efficiency of 5′TOP mRNAs [65], [66], as originally thought [67]. Since ribosomal proteins transcripts are regulated at the translational level in higher eukaryotes [68], [69], [70], the RiboTag mouse model is uniquely suited to the identification of this type of regulation**.**

Much of the future work to be carried out in biomedical research will rely on technology that provides cell-type-specific resolution combined with genome-scale analysis of gene expression changes occurring in unique cell types in physiologically meaningful contexts [71], [72], [73]. Toward that end, we have used the RiboTag mouse model combined with microarray analysis to analyze the translatome in two critical somatic cell types of the testis, the Sertoli and Leydig cells, in a paradigm where the hormonal milieu has been fundamentally altered. We have demonstrated the advantages of the technique in allowing rapid enrichment of translated mRNAs specific to each cell type and the application of this technique to detect dynamic changes in the association of particular transcripts with the translational machinery during physiological regulation in the *in vivo* setting.

## Supporting Information

Figure S1 **Sertoli and Leydig cell response to gonadotropin deprivation.** Venn diagrams showing the number of transcripts with increased or decreased polysome association (1.5 fold or higher) after treatment with the GnRH antagonists cetrorelix (A) or acyline (B) in AMH-Cre: RiboTag mice, or with acyline in Cyp17iCre: RiboTag mice (C) by microarray analysis. The number of transcripts regulated by GnRH antagonist administration and enriched (IP/input >2 in untreated mice) in the cell type of interest is shown in the intersection.
(EPS) Click here for additional data file.

Figure S2 ***In vivo*** **Sertoli-cell translational profile after testosterone (T) administration.** (A) T and FSH serum levels in AMH-Cre: RiboTag mice treated with saline, Cetrorelix or Cetrorelix+testosterone (T) (n = 3). Cetrorelix (50 ug) was given s.c. for 3 d before a single i.p. injection of testosterone enanthate (10 mg). Serum was obtained 4 h after the T administration. (B) Venn diagram showing the number of transcripts regulated after T administration (1.5 fold or higher) when compared to the Cetrorelix group by microarray analysis. Values in the intersection are the number of transcripts regulated by T and enriched (IP/input >2 in untreated mice) in Sertoli cells. Table (C) lists these transcripts with their respective fold change and enrichment values. (D) qRT-PCR confirmation of microarray results (n = 3). Enrichment by qRT-PCR was 2.3±0.2 for *Pyroxd2*, 5.8±0.5 for *Kazald1*, 8.0±0.5 for *Slc15a1* and 1.5±0.1 for *Myof*. Data are the mean±SEM. Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. **###** p<0.001, **##** p<0.01 and **#** p<0.05 *vs* saline; *** p<0.001, and * p<0.05 *vs* acyline.
(EPS) Click here for additional data file.

Figure S3 **Sertoli cell translational profile after FSH administration.** (A) Serum levels for FSH and T after acyline and FSH administration (n = 3). Acyline was given for 3 d before FSH (1 u) administration for 1 h and 4 h. Data are the mean±SEM. Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. **##** p<0.01 *vs* saline and *** p<0.001 *vs* acyline. (B–C) Venn diagrams showing the number of transcripts regulated after 1 h or 4 h of FSH administration (1.5 fold or higher) when compared to the acyline group by microarray analysis. Values in the intersection are the number of transcripts regulated by FSH and enriched (IP/input >2 in untreated mice) in Sertoli cells. Tables (D–E) list these transcripts with their respective fold change and enrichment values.
(EPS) Click here for additional data file.

Figure S4 **Leydig cell translational profile after 1 h of LH administration.** (A) Heat map showing the regulation of transcripts with a 2-fold or higher increase after 1 h of LH stimulation (*versus* acyline treatment) in the Cyp17iCre: RiboTag IPs by microarray analysis. Only two transcripts (*Bcl6* and *Dppa4*) showed a two-fold or greater decrease after LH stimulation. Table (B) lists the Leydig-cell enriched mRNAs (2-fold or higher under basal conditions) that showed a 1.5 or higher fold change after 1 h of LH administration.
(EPS) Click here for additional data file.

Figure S5 **qRT-PCR analysis of transcripts expressed at different levels in Leydig cells using inputs and IPs from Cyp17iCre: RiboTag mice.** Mice were treated with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h (n = 4, from two independent experiments). Notice that analysis of the IP fraction allows for the detection of LH-induced changes in transcripts with low expression in Leydig cells (when compared to other cell types in the testis), and results in higher signal and more statistical significance for the transcripts that are enriched or specific to the targeted cell type. Data are the mean±SEM. Statistical analysis was performed separately for each group (inputs or IPs) using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. ### p<0.001, # p<0.05 *vs* saline; *** p<0.001, ** p<0.01, * p<0.05 *vs* acyline.
(EPS) Click here for additional data file.

Figure S6 **Enrichment analysis.** Microarray analysis data of different transcripts from the *Rgs* (A), *Stard* (B), MCT (C), *Fgfr* (D), *Tbx* (E) and *Aqp* (F) family presented as fold change in the IPs *versus* the inputs (Enrichment) in untreated Cyp17iCre: RiboTag mice (n = 3). Data are the mean±SEM.
(EPS) Click here for additional data file.

Figure S7 **Leydig cell translational profile after 4 h of LH administration.** (A) Heat map showing the regulation of transcripts with a 2-fold or higher increase after 4 h of LH administration (*versus* acyline treatment) in the Cyp17iCre: RiboTag IPs by microarray analysis. (B) Table shows the Leydig cell-specific (or highly enriched) transcripts (6-fold or higher under basal conditions) that showed a 1.5 or higher fold change after 4 h of LH stimulation. (C) Heat map showing the regulation of the sphingosine-1-phosphate receptors *S1pr1* and *S1pr3* by microarray analysis in Cyp17iCre: RiboTag mice IPs after treatment with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h. (D) qRT-PCR confirmation of microarray results for *Fetub* in IPs from Cyp17iCre: RiboTag mice treated with saline, acyline, acyline+LH for 1 h and acyline+LH for 4 h (n = 4, from two independent experiments). Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. ** p<0.01 *vs* acyline. Enrichment (IP *versus* input ratio) by qRT-PCR analysis for *Fetub* in saline-treated animals was in the Leydig cell-specific range (20.8±2.7). (E) Heat map of transcripts that show a 2-fold or greater decrease after 4 h of LH (*versus* acyline treatment) in the Cyp17iCre: RiboTag IPs by microarray analysis. (F) Heat map showing the regulation of transcripts involved in ligand-dependent nuclear receptor activity.
(EPS) Click here for additional data file.

Figure S8 **Cluster analysis, Rps8 confirmation and phospho-S6 levels.** (A) Cluster analysis of the microarray data obtained from IPs of Cyp17iCre: RiboTag mice treated as described. Transcripts that were significantly different between groups (p<0.01 using One-way Analysis of Variance (ANOVA)) were grouped into different clusters according to their response to the treatments. The cluster that contained a significant number of probes for ribosomal proteins (and elongation and initiation factors) is highlighted. (B) qRT-PCR confirmation of *Rps8* levels in IPs from Cyp17iCre: RiboTag mice after acyline and LH administration. Data are the mean±SEM. Statistical analysis was performed using One-way Analysis of Variance (ANOVA) with Newman-Keuls multiple comparison post-hoc test. * p<0.05 *vs* acyline. (C) Western blot analysis of phospho-S6 ribosomal protein in MA-10 Leydig cells treated with LH (0.2 u/ml) for 1 h, with or without rapamycin (20 nM) pretreatment for 30 min. Cells were serum-starved overnight before treatments.
(EPS) Click here for additional data file.

Table S1 **Top 50 Sertoli cell-specific transcripts.** To determine the top Sertoli cell-specific transcripts, microarray analysis of IPs and their respective inputs from AMH-Cre: RiboTag mouse testis (n = 5) was performed and the ratio of the signal in the IP to the input was calculated and expressed as enrichment.
(DOCX) Click here for additional data file.

Table S2 **Gene ontology analysis of Sertoli cell-specific or highly enriched transcripts.** Transcripts that showed an enrichment (IP/I) ratio of 5 fold or higher in IPs from AMH-Cre: RiboTag mice testes were analyzed. GO categories with an AdjP value <0.05 are shown.
(DOCX) Click here for additional data file.

Table S3 **Top 50 Leydig cell-specific transcripts.** Leydig cell-specific transcripts were determined as described previously for Sertoli cells. Microarray analysis of Cyp17iCre: RiboTag mouse testis IPs and their respective inputs (n = 3) was performed and the enrichment was calculated as the ratio of the signal in the IPs compared to their inputs.
(DOCX) Click here for additional data file.

Table S4 **Kallikrein and Serpin family members enriched in Leydig cells.** Table shows the members of the Kallikrein or Serpin family that have an enrichment (IP to input ratio) >4 in the Cyp17iCre: RiboTag pellets compared to their inputs by microarray analysis. Listed references confirm Leydig-cell specificity.
(DOCX) Click here for additional data file.

Table S5 **Gene ontology analysis of Leydig cell-specific or highly enriched transcripts**. Transcripts that showed an enrichment (IP/I) ratio of 7 fold or higher in IPs from Cyp17iCre: RiboTag mouse testes were analyzed. GO categories with an AdjP value <0.01 are listed.
(DOCX) Click here for additional data file.

Table S6 **Sequences of primers used for qRT-PCR analysis.**
(DOCX) Click here for additional data file.

Text S1 **Supplemental experimental procedures.**
(DOCX) Click here for additional data file.

Dataset S1 **Sertoli cell enriched genes.** Transcripts that show a fold change >2 when comparing the signal in the IP to their respective inputs (enrichment) by microarray analysis in saline-treated AMH-Cre: RiboTag mice (n = 5) are listed. Statistical analysis was performed using One-way Analysis of Variance (ANOVA, p<0.05).
(XLSX) Click here for additional data file.

Dataset S2 **Leydig cell enriched genes.** Transcripts that show a fold change >2 when comparing the signal in the IP to their respective inputs (enrichment) by microarray analysis in Saline-treated Cyp17iCre: RiboTag mice (n = 3) are listed. Statistical analysis was performed using One-way Analysis of Variance (ANOVA, p<0.05).
(XLSX) Click here for additional data file.

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Table S1 — Top 50 Sertoli cell-specific transcripts. To determine the top Sertoli cell-specific transcripts, microarray analysis of IPs and their respective inputs from AMH-Cre: RiboTag mouse testis (n = 5) was performed and the ratio of the signal in the IP to the input was calculated and expressed as enrichment.

**Top 50 Sertoli cell-specific transcripts**

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Table S2 — Gene ontology analysis of Sertoli cell-specific or highly enriched transcripts. Transcripts that showed an enrichment (IP/I) ratio of 5 fold or higher in IPs from AMH-Cre: RiboTag mice testes were analyzed. GO categories with an AdjP value <0.05 are shown.

**Gene ontology analysis of Sertoli cell-specific or highly enriched transcripts**

| *Biological process* | *Genes* | *AdjP* |
| --- | --- | --- |
| **Localitzation** | 87 | 4.98E-02 |
| *Regulation of cellular component movement* | 9 | 3.49E-02 |
| *Cell migration* | 17 | 4.98E-02 |
| Regulation of cell migration | 9 | 2.26E-02 |
| **Sex determination** | 5 | 2.26E-02 |
| *Male sex determination* | 4 | 2.91E-02 |

| *Molecular function* | *Genes* | *AdjP* |
| --- | --- | --- |
| **Binding** | 268 | 2.45E-02 |
| *Nucleotide binding* | 68 | 2.67E-02 |
| Purine ribonucleotide binding | 61 | 1.70E-02 |
| *Protein binding* | 161 | 5.20E-03 |
| Cytoskeletal protein binding | 21 | 8.90E-03 |
| Actin binding | 18 | 5.20E-03 |
| **Catalytic activity** | 141 | 1.70E-02 |
| *Formate-tetrahydrofolate ligase activity* | 2 | 1.70E-02 |
| *Phosphodiesterase I activity* | 2 | 1.70E-02 |
| *Active transmembrane transporter activity* | 18 | 8.90E-03 |
| sodium potassium-exchanging ATPase activity | 4 | 5.20E-03 |
| *Enzyme regulator activity* | 30 | 8.90E-03 |
| Nucleoside-triphosphatase regulator activity | 18 | 2.67E-02 |
| GTPase regulator activity | 18 | 2.67E-02 |

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Table S3 — Top 50 Leydig cell-specific transcripts. Leydig cell-specific transcripts were determined as described previously for Sertoli cells. Microarray analysis of Cyp17iCre: RiboTag mouse testis IPs and their respective inputs (n = 3) was performed and the enrichment was calculated as the ratio of the signal in the IPs compared to their inputs.

**Top 50 Leydig cell-specific transcripts**

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Table S4 — Kallikrein and Serpin family members enriched in Leydig cells. Table shows the members of the Kallikrein or Serpin family that have an enrichment (IP to input ratio) >4 in the Cyp17iCre: RiboTag pellets compared to their inputs by microarray analysis. Listed references confirm Leydig-cell specificity.

**Kallikrein and Serpin family members enriched in Leydig cells**

| *Symbol* | *Description* | *Enrichment* | *References* |
| --- | --- | --- | --- |
| Klk1b22 | kallikrein 1-related peptidase b22 | 14.93 |  |
| Klk1b24 | kallikrein 1-related peptidase b24 | 11.55 | ([1](#_ENREF_1)) |
| Klk1b21 | kallikrein 1-related peptidase b21 | 9.00 | ([2](#_ENREF_2)) |
| Klk1b27 | kallikrein 1-related peptidase b27 | 8.34 | ([3](#_ENREF_3)) |
| Klk1b16 | kallikrein 1-related peptidase b16 | 7.78 |  |
| Klk1 | kallikrein 1 | 4.72 |  |
| Serpina3c | serine (or cysteine) peptidase inhibitor, clade A, member 3C (kallikrein binding protein) | 12.13 |  |
| Serpinb1a | serine (or cysteine) peptidase inhibitor, clade B, member 1a | 11.71 |  |
| Serpina3n | serine (or cysteine) peptidase inhibitor, clade A, member 3N | 7.89 |  |
| Serpina3f | serine (or cysteine) peptidase inhibitor, clade A, member 3F | 6.45 |  |
| Serpinb9 | serine (or cysteine) peptidase inhibitor, clade B, member 9 | 5.94 |  |
| Serpina5 | serine (or cysteine) peptidase inhibitor, clade A, member 5 | 4.99 | ([4](#_ENREF_4)) |
| Serping1 | serine (or cysteine) peptidase inhibitor, clade G, member 1 | 4.14 |  |
| Serpinf1 | serine (or cysteine) peptidase inhibitor, clade F, member 1 | 4.06 |  |
| Serpina3h | serine (or cysteine) peptidase inhibitor, clade A, member 3H | 4.03 |  |

1. Matsui H, Takano N, Takahashi T (2005) Characterization of mouse glandular kallikrein 24 expressed in testicular Leydig cells. *Int J Biochem Cell Biol* 37(11):2333-2343.

2. Matsui H, Takahashi T (2001) Mouse testicular Leydig cells express Klk21, a tissue kallikrein that cleaves fibronectin and IGF-binding protein-3. *Endocrinology* 142(11):4918-4929.

3. Matsui H, Moriyama A, Takahashi T (2000) Cloning and characterization of mouse klk27, a novel tissue kallikrein expressed in testicular Leydig cells and exhibiting chymotrypsin-like specificity. *Eur J Biochem* 267(23):6858-6865.

4. Odet F, Verot A, Le Magueresse-Battistoni B (2006) The mouse testis is the source of various serine proteases and serine proteinase inhibitors (SERPINs): Serine proteases and SERPINs identified in Leydig cells are under gonadotropin regulation. *Endocrinology* 147(9):4374-4383.

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Table S5 — Gene ontology analysis of Leydig cell-specific or highly enriched transcripts. Transcripts that showed an enrichment (IP/I) ratio of 7 fold or higher in IPs from Cyp17iCre: RiboTag mouse testes were analyzed. GO categories with an AdjP value <0.01 are listed.

| \| **Gene ontology analysis of Leydig cell-specific or highly enriched transcripts**   \| *Molecular function* \| *Genes* \| *AdjP* \| \| --- \| --- \| --- \| \| **Electron carrier activity** \| 8 \| 6.02E-05 \| \| **Catalitic activity** \| 81 \| 2.92E-13 \| \| **Oxidoreductase activity** \| 36 \| 6.32E-18 \| \| *Oxidoreductase activity, acting on the CH-CH group of donnors* \| 6 \| 9.79E-05 \| \| *Oxidoreductase activity, acting on the aldehyde or oxo group of donnors* \| 4 \| 2.40E-03 \| \| *Oxidoreductase activity, acting on the CH-OH group of donnors* \| 9 \| 1.60E-05 \| \| Oxidoreductase activity, acting on the CH-OH group of donnors, NAD or NADPH as acceptor \| 7 \| 4.00E-04 \| \| *Steroid dehydrogenase activity* \| 4 \| 8.00E-04 \| \| Steroid dehydrogenase activity, acting on the CH-OH group od donnors, NAD or NADPH as acceptor \| 4 \| 4.00E-04 \| \| **Binding** \|  \|  \| \| **Steroid binding** \| 4 \| 5.10E-03 \| \| **Cofactor binding** \| 9 \| 5.00E-04 \| \| *Coenzyme binding* \| 8 \| 4.00E-04 \|  \| *Biological process* \| *Genes* \| *AdjP* \| \| --- \| --- \| --- \| \| **Regulation of hormone levels** \| 8 \| 8.00E-04 \| \| **Hormone metabolic process** \| 7 \| 3.00E-04 \| \| *Cellular hormone metabolic process* \| 7 \| 2.93E-05 \| \| **Metabolic process** \| 86 \| 1.20E-05 \| \| **Oxidation/Reduction** \| 34 \| 1.17E-15 \| \| **Lipid metabolic process** \| 30 \| 1.16E-11 \| \| *Cellular lipid metabolic process* \| 29 \| 2.05E-12 \| \| Isoprenoid metabolic process \| 4 \| 5.40E-03 \| \| Fatty acid metabolic process \| 11 \| 2.85E-05 \| \| Steroid metabolic process \| 14 \| 1.01E-08 \| \| Steroid biosynthetic process \| 9 \| 8.82E-07 \| \| Sterol metabolic process \| 7 \| 2.00E-04 \| \| Cholesterol metabolic process \| 7 \| 8.41E-05 \| \| **Alcohol metabolic process** \| 11 \| 1.90E-03 \| \| **Cellular ketone metabolic process** \| 19 \| 9.30E-07 \| \| **Organic acid metabolic process** \| 19 \| 8.26E-07 \| \| *Oxoacid metabolic process* \| 19 \| 8.26E-07 \| \| Carboxylic acid metabolic process \| 19 \| 8.26E-07 \| \| Monocarboxylic acid metabolic process \| 15 \| 8.26E-07 \| \|  \|  \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| \|  \|  \|  \| |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |
|  |  |  |

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Table S6 — Sequences of primers used for qRT-PCR analysis.

**Sequences of primers used for qRT-PCR analysis**

|  | *Sequence* | *Amplicon (bp)* |
| --- | --- | --- |
| *Aqp2* FOR | TGGTGGGTTGCCATGTCTC | 113 |
| *Aqp2* REV | GCGGATTTCTACAGGGGTAATCT |  |
| *Capn6* FOR | GGAAGCGTCCACAGGACATTT | 99 |
| *Capn6* REV | TCATTGCCTTGTTCCCCAATC |  |
| *Fetub* FOR | ACTGCCCTAGCCCCATTGA | 132 |
| *Fetub* REV | ACTGGTTCATAGCCTTGGTGA |  |
| *Fgfr2* FOR | AATCTCCCAACCAGAAGCGTA | 142 |
| *Fgfr2* REV | CTCCCCAATAAGCACTGTCCT |  |
| *Fgfr4* FOR | CCTTCCACGGGGAGAATCG | 113 |
| *Fgfr4* REV | CTCCACAAGGCATGTGTATGT |  |
| *Kazald1* FOR | GTCCACAGGCCCCGATTAC | 212 |
| *Kazald1* REV | CGCATCGCCCGTAGAAGTTAG |  |
| *Myof* FOR | ACCGCTTTCGGTGTGATCC | 127 |
| *Myof* REV | GCCAGTAATGGTTTGGTGTCTTC |  |
| *Nr4a1* FOR | TTGAGTTCGGCAAGCCTACC | 100 |
| *Nr4a1* REV | GTGTACCCGTCCATGAAGGTG |  |
| *Pyroxd2*-FOR | CAAGGAGTCACACTGCAGGA | 159 |
| *Pyroxd2*-REV | GGTGACAGGAGACTGGGTGT |  |
| *Rgs2* FOR | GAGAAAATGAAGCGGACACTCT | 197 |
| *Rgs2* REV | GCAGCCAGCCCATATTTACTG |  |
| *Rps8* FOR | GCATCTCTCGGGACAACTGG | 118 |
| *Rps8* REV | CGAGGGCCAATCTTCGTGTT |  |
| *Scarb1* FOR | TTTGGAGTGGTAGTAAAAAGGGC | 71 |
| *Scarb1* REV | TGACATCAGGGACTCAGAGTAG |  |
| *Slc15a1* FOR | CCGGCACACCCTTCTAGTG | 173 |
| *Slc15a1* REV | TGGCGTTGTGACTGGTGAC |  |
| *Slc16a3* FOR | TCACGGGTTTCTCCTACGC | 167 |
| *Slc16a3* REV | GCCAAAGCGGTTCACACAC |  |
| *Star* FOR | CAGAGGATTGGAAAAGACACGG | 158 |
| *Star* REV | GGCATCTCCCCAAAATGTGTG |  |
| *Stard5* FOR | GGAGGCCATCTGAGGAGTTTC | 91 |
| *Stard5* REV | AACTGGCTTTATGCAATCCCA |  |
| *Tbx2* FOR | CCGATGACTGCCGCTATAAGT | 123 |
| *Tbx2* REV | CCATCCACTGTTCCCCTGT |  |
| *Tbx3* FOR | GAACCTACCTGTTCCCGGAAA | 121 |
| *Tbx3* REV | CAATGCCCAATGTCTCGAAAAC |  |

# Supplementary material for: RiboTag Analysis of Actively Translated mRNAs in Sertoli and Leydig Cells In Vivo
**Source:** PLoS One. 2013 Jun 11;8(6):e66179. doi: 10.1371/journal.pone.0066179
**Supplement:** Text S1 — Supplemental experimental procedures.

**SUPPLEMENTARY EXPERIMENTAL PROCEDURES**

***Mice and treatments***

To determine the regulation of polyribosome-associated transcripts by testosterone (T) in Sertoli cells, adult AMH-cre: RiboTag mice (n=3) were injected with either saline, cetrorelix or cetrorelix + T. Mice were sacrificed after 4 h of T administration and RiboTag analysis was performed at this time point. Cetrorelix (50ug, Bachem) was given s.c. for 3 d before a single i.p. injection of 10 mg of testosterone enanthate (Delatestryl, Savient Pharmaceuticals). To assess the regulation of polyribosome-associated transcripts by FSH in Sertoli cells, a similar approach was performed using acyline as a GnRH antagonist and highly purified FSH instead of T in adult AMH-Cre: RiboTag mice. In this case, the response to FSH was assessed after 1 h and 4 h of FSH administration. Acyline (300 ug) was given s.c. for 3 d before a single i.p. injection of 1 unit of highly purified human FSH (>99.5%, Scripps laboratories). In both experiments, microarray analysis was performed on animals with confirmed T and FSH serum levels (n=2). Serum was obtained when the animals were sacrificed by cardiac puncture.

***Cluster analysis***

Transcripts showing significant differences between groups (p<0.01 using One-way Analysis of Variance (ANOVA)) were grouped according to their response to the treatments using dChip (http://biosun1.harvard.edu/~cli/complab/dchip/).

How the deposited data were processed for this re-analysis (not part of the article)

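RNA of whole testis (input) and RNA bound to HA-tagged ribosomes (IP) was measured on 32 Affymetrix Mouse Gene 1.0 ST arrays, 1 per sample, from AMH-Cre: RiboTag and Cyp17iCre: RiboTag mice. The authors amplified and labeled 100 ng of RNA, normalized the arrays with RMA and deposited log2 values for 35556 probe sets, per their processing notes; the version of RMA is not given in the sources used here. The paper names GeneSpring 11.0.2 for its statistics. No raw array file was used here, and no value was normalized again except in the alternatives named below.

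Samples were assigned to groups from their GEO titles and the paper. For 4 cetrorelix arrays the source label reads input while title and sample type read IP, and they were taken as IPs. Of the probe sets, 21789 name 1 gene symbol and 1621 several; 12146 are unlisted in the probe table, and 141 of those were named from Datasets S1 and S2. Symbols were compared with RefSeq names, 21698 matched, and 0 were changed. Where a gene has several probe sets, the one with the highest mean over the arrays of the fit was used, unless Dataset S1 or S2 names another. Of the study's datasets, 1997 of 3365 entries (S1) and 1997 of 2624 entries (S2) were read. The columns IP 4 and IP 5 of Dataset S1 match no deposited Sertoli IP array: the standard deviations of the differences from the array of the same number are 0.281 and 0.274 and those from any other are hardly lower (0.275 and 0.271 at the lowest), against 0.128, 0.13 and 0.128 for columns 1 to 3.

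The main analysis used R 4.3.3 with limma 3.58.1 and Python 3.11.15. A probe set was tested where its linear signal passed 50 in at least 1 array of the fit. Moderated contrasts were adjusted by the Benjamini-Hochberg method within each comparison. A call needed an adjusted p under 0.05 and a fold of 2 (IP against input) or 1.5 (between IPs). Enrichment was fitted within each Cre line, hormone effects among the IPs of each line, and the difference between the cell types in a fit of all IPs of both lines with a contrast of the 2 acyline effects (an interaction). Residual degrees of freedom were 8 and 4 for enrichment in Sertoli and Leydig cells, 9 and 5 for hormones, and 14 for the interaction. Gene lists were tested with camera, with its preset correlation of 0.01 and again with a correlation estimated from the data, and the p was adjusted over the lists of a comparison, apart for the lists that the study chose and for all others. A second count adjusts the p of the members over the list alone. There are 50 lists: textbook lists and families fixed by name, and lists that the study's figures and tables give. Genes named in the text are those the paper names, members of these lists, and the called transcripts with the largest changes; values in the paper's tables count as seen before the analysis. Clustering used average linkage on 1 minus the correlation, after the filter that the methods describe. For the LH cluster, probe sets with an F-test p under 0.01 and higher values at 1 h and 4 h (contrast p under 0.05) were counted.

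The alternatives set before the data were examined were: no filter on low values, median-centered arrays, quantile normalization, an ordinary contrast without moderated variances, no p-value adjustment, both together, fits of only the groups compared, a block for the replicate number, Sertoli saline limited to replicates 1 to 3, and each array left out in turn. Added after seeing the data were: leaving out the FSH 1 h arrays, leaving out Sertoli saline IPs 4 and 5, limiting saline to replicates 1 to 3 for cetrorelix, all probe sets of the ribosomal protein list, and probe sets with several symbols in the LH cluster. The comparisons of LH 4 h with LH 1 h and of both with saline were also not in the design fixed at the start and were added with the data at hand. The main share of the LH cluster first counted probe sets with several symbols (42) and now counts those with 1 symbol (37), a change made after both values were known.

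The tests were tried on simulated data with 50 changed probe sets at each fold. At fold 2 they recovered 44 percent (Sertoli enrichment), 58 percent (Leydig enrichment), 86 percent (Leydig acyline), 52 percent (LH 1 h), 64 percent (LH 4 h) and 80 percent (FSH 1 h), and at fold 4 98, 94, 96, 88, 92 and 98 percent. False calls numbered 0, 0, 3, 3, 7 and 3. Camera found a list of 56 genes shifted by 0.3 in 20 of 20 simulations and an unshifted one in 0 of 20.

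Areg, Insl3 and Gapdh are not analysed here, and results for some other genes are not reported here. Gene ontology terms, qRT-PCR, serum hormones, protein and cell line data were not used here. Overlap with Datasets S1 and S2 was not tested.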

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

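No test in this part was chosen after its result was seen, but the comparison of LH 4 h with saline was not in the design fixed at the start and was added with the data at hand.

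Among 148 groups of values checked with Dixon's test, 5 held a value that stood apart from the other arrays of its group, and chance alone takes about 1 in 20 groups. The mean log2 value of red blood cell markers was 7.0315 in Sertoli IP saline replicate 2. Pyroxd2 was 5.5684 in Sertoli input replicate 4. Myof was 5.9087 in Sertoli IP saline replicate 5. Eomes was 7.1834 in Sertoli IP saline replicate 4. Aqp2 was 7.1356 in Sertoli input replicate 4.

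The response to acyline differed between Leydig and Sertoli IPs for 17 probe sets (limma interaction test, adjusted p under 0.05; n = 2 acyline and 3 saline Leydig IPs, 2 acyline and 5 saline Sertoli IPs), and 582 had an unadjusted p under 0.05. The log2 change in Leydig cells exceeded that in Sertoli cells by 1.5850 for Serpinb6b, 1.2159 for Serpinb9, 1.0148 for the integrin Itga9, 1.0101 for Vgll3, 0.9357 for Tbx2 and 0.7554 for Fxyd6, a regulator of the sodium pump. It was lower in Leydig cells for Klk1b27 (-2.6553), Lcat (-2.5432), Scarb1 (-1.9293), Ugt3a2 (-1.9124), Lrg1 (-1.5976), Serpinf2 (-1.4103), the neuropeptide Nmb (-1.2307), the lipid droplet protein Plin5 (-0.9875) and the desaturase Fads2 (-0.8288). Of these, Lcat, Scarb1, Ugt3a2, Serpinf2 and Nmb passed whichever of 12 arrays was left out, and Fads2 in 2 of 12. Where a single acyline array is left, the spread comes from the other groups, so those fits are not separate tests.

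The comparison of LH 4 h with saline, which the paper does not report, called 812 probe sets, 385 higher and 427 lower (limma, n = 2 LH and 3 saline IPs), a split that was not tried under another scaling.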

How the results depend on the processing

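The alternatives without the FSH 1 h arrays, and that of probe sets with several symbols in the LH cluster, were added after the data were seen; the others given here were set earlier. No effect changed sign, and both enrichment counts stayed within 1.5 times of their main value in every alternative. On log2 values the clustering kept 4 of 5 groups together. The ribosomal protein share of the LH cluster was 24.34 percent, 19.51 to 27.63 percent in other settings with all arrays. The hormone counts rest on 2 arrays per group and moved widely, and the cause was not tested. Leaving out 1 of the 2 arrays leaves a single array in the group, and the spread then comes from the other groups. Counts from such fits are not separate tests.

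Without the filter on low values, the number of called probe sets was 15 for Leydig acyline, 0 for LH 1 h, 19 for LH 4 h, 0 for Sertoli acyline, 1 for cetrorelix, 3 for FSH 4 h and 11 for the difference between cell types. With median-centered arrays it was 235 for LH 4 h (158 higher, 77 lower) and 0 for Sertoli acyline. After quantile normalization it was 90 for LH 4 h (28 higher, 62 lower), 0 for Sertoli acyline and 27 for the difference between cell types. With an ordinary contrast and adjusted p it was 0 for Leydig acyline, 0 for LH 1 h, 2 for LH 4 h, 0 for Sertoli acyline, 1 for cetrorelix, 2 for FSH 4 h and 10 for the difference. At an unadjusted p under 0.05 it was 837 for Leydig acyline, 295 for LH 1 h, 924 for LH 4 h, 161 for Sertoli acyline, 136 for cetrorelix, 233 for T, 399 for FSH 1 h, 211 for FSH 4 h and 582 for the difference. With an ordinary contrast at an unadjusted p it was 581, 164, 699, 113, 95, 157, 318, 151 and 479 in the same order. In fits of only the groups compared it was 246 for Leydig acyline, 0 for LH 1 h, 1 for LH 4 h, 0 for Sertoli acyline, 1 for cetrorelix, 0 for T and 0 for FSH 4 h. With Sertoli saline limited to replicates 1 to 3 it was 8 for Sertoli acyline, and without the FSH 1 h arrays it was 0 for Sertoli acyline and 1 for cetrorelix. With a correlation estimated from the data, the ribosomal protein list at 1 h of LH (median 0.1386) had p = 0.0731 in camera and did not pass, and at 4 h (median 0.2641) it had p = 0.0197 by itself and adjusted p = 0.446 over all lists, so its call at 4 h does not survive the adjustment.

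With a block for the replicate number, the count was 0 for Leydig acyline, 0 for LH 1 h, 4 for LH 4 h, 0 for Sertoli acyline, 1 for FSH 4 h and 5 for the difference between cell types. The labels do not say that a number marks shared animals or days. Deviations of an IP correlated best with the input of its own number in 2 of 5 Sertoli and 2 of 3 Leydig IPs, with own-number correlations from -0.0195 to 0.1990, and between hormone groups of 2 IPs same-number correlations ran from -0.2090 to 0.1523, so pairing is not established.

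With each array left out in turn, the count ran from 3026 to 3118 for Sertoli enrichment, 2652 to 2799 for Leydig enrichment, 2 to 31 for Leydig acyline, 0 to 14 for LH 1 h, 1 to 482 for LH 4 h, 0 to 2 for Sertoli acyline, 1 to 4 for cetrorelix, 1 to 2 for T, 0 to 1 for FSH 1 h, 1 to 7 for FSH 4 h and 6 to 45 for the difference between cell types. The ribosomal protein median ran from 0.11 to 0.14 at 1 h and 0.26 to 0.28 at 4 h of LH, and the share of the LH cluster from 11.01 to 24.82 percent.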

Differences from the paper's values

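No alternative named here was added after the data were seen unless so stated. Counts of changes here are of probe sets, some of which name no gene or several, while the paper counts mRNAs or transcripts. Such counts compare only roughly.

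The paper gives 71 mRNAs changed at 1 h of LH against acyline, and 2 probe sets were called here (limma, n = 2 and 2 IPs, adjusted p under 0.05). No alternative set before the data were examined came near the paper's count: unadjusted p gave 295 and the ordinary contrast at an unadjusted p gave 164. The comparison of LH 1 h with saline, a different one that was added after the data were seen, called 71 probe sets (39 higher, 32 lower).

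The paper gives 351 mRNAs changed at 4 h of LH, and 150 probe sets were called here. Median-centered arrays (235) and leaving out LH 4 h replicate 2 (482) come near the paper's count, and the other alternatives do not. The paper's threshold is a contrast p under 0.05, and it does not state whether p was adjusted. At an unadjusted p under 0.05 the counts exceed the paper's: 699 with the ordinary contrast and 924 in limma.

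The paper gives 9 Sertoli-enriched transcripts changed at 4 h of FSH, and 2 were called here. At an unadjusted p under 0.05 there were 10, and 10 with the ordinary contrast at an unadjusted p.

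The paper gives 62 percent ribosomal protein probes in the LH cluster, and 24.34 percent was found here. None of the alternatives set beforehand came near the paper's share, and probe sets with several symbols, an alternative added after the data were seen, gave 27.63 percent. Of the 66 members that name a single gene, 56.06 percent named a ribosomal protein, a share close to the paper's. This share leaves out the members that name several genes or none, and it was also computed after the data were seen.

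Several statements on single genes were not met at an adjusted p. With 2 arrays in a hormone group, a gene that does not pass is not shown to be unchanged. The paper reports qRT-PCR changes in IPs after LH for Nr4a1, Egr1, Rgs2, Stard5, Fgfr2, Fgfr4, Aqp2, Tbx2 and Fetub. It also reports them for Slc15a1 and Kazald1 after T, and more aquaporin 2 protein after LH. Those data were not used here. Nr4a1, Egr1, Fos, Jun and Junb at 1 h of LH passed only at an unadjusted p under 0.05, and Myc did not (unadjusted p of 0.0557 from limma). Rgs2 at 1 h of LH, Star, Cyp11a1, Stard5, Slc7a1, Slc38a1, Slc7a11, Slc1a4, Fgfr4, S1pr1, S1pr3, Aqp2, Fetub, Tbx2, Bcl6, Zbtb16, Tcf4, Thrb, Nr1d1 and Nr1d2 at 4 h of LH passed only at an unadjusted p under 0.05. Fgfr2 (0.0643) and Bhlhe41 (0.0628) at 4 h of LH did not pass even at an unadjusted p. Slc15a1 and Kazald1 after T, Eomes, Reln and Chst2 at 1 h of FSH, and Pde4d at 4 h of FSH passed only at an unadjusted p under 0.05. The paper states that the transcription factors return to basal levels at 4 h of LH, and Jun stayed 0.98 above acyline (log2, standard error 0.23). Acyline itself left Jun below saline in Leydig IPs, where its change was 1.07 below the 0.30 in Sertoli IPs. That difference did not pass (limma adjusted p = 0.128). A level of Jun above saline at 4 h is therefore not shown. The paper states from qRT-PCR that 1 h of LH reversed the rise of Tbx3. On the arrays the change at 1 h was -0.13, with an unadjusted p over 0.05. Prm2 lay below input in Sertoli and Leydig IPs, with ratios of 0.587 and 0.541, and did not reach the 2-fold used here. The paper describes de-enrichment as a ratio under 1, which Prm2 meets.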

Other observations

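The tests of a return from acyline and of loading through a 5' terminal oligopyrimidine (TOP) motif were written after the ribosomal protein result was seen, and the comparison of LH 4 h with saline was added with the data at hand.

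Cyp7a1, which makes bile acids from cholesterol, fell by 2.96 on the log2 scale at 4 h of LH against saline (standard error 0.43, n = 2 LH and 3 saline IPs, limma adjusted p = 0.0105), Lcat by 2.40 (standard error 0.22, adjusted p = 0.00948), the kallikrein Klk1b27 by 2.19 (standard error 0.39, adjusted p = 0.0199) and Hsd3b6, of testosterone synthesis, by 0.63 (standard error 0.11, adjusted p = 0.0221). Bhlhe40, a clock repressor, rose by 2.01 (standard error 0.23, adjusted p = 0.0101), Amotl2 by 1.79 (standard error 0.11, adjusted p = 0.00271) and the oxysterol-binding protein Osbpl6 by 1.47 (standard error 0.33, adjusted p = 0.0413). Lcat and Klk1b27 also fell after acyline and were still below saline at 4 h of LH.

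After acyline Klk1b27 fell by 2.77 in Leydig IPs (log2, standard error 0.39, n = 2 acyline and 3 saline IPs, limma adjusted p = 0.0473), the secreted glycoprotein Lrg1 by 1.66 (standard error 0.22, adjusted p = 0.0377), Nat8f5 by 1.70 (standard error 0.22, adjusted p = 0.0355) and the dipeptidase Dpep1 by 1.10 (standard error 0.12, adjusted p = 0.0201), and the protease inhibitors Serpinb9 (1.03, standard error 0.14) and Serpinb1a (0.83, standard error 0.091) rose. Klk1b27 was kept only without acyline replicate 1, and Lrg1, Nat8f5, Dpep1, Serpinb9 and Serpinb1a were lost without any 1 of the 5 arrays.

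Ribosomal protein mRNAs had a median above 0 in Leydig IPs at 4 h of LH, though none passed over all probe sets and the list had adjusted p = 0.446 with an estimated correlation in camera. Only 0.01 percent of 10000 random lists of similar abundance had a median as high, the smallest share that number of lists can give, which argues against a shift of all abundant mRNAs. These lists were not matched on the ratio of IP to input, so a lower share of Leydig RNA at 4 h of LH was not tested. The distance to input replicate 1 was 0.306 and 0.255 for the LH 4 h IPs. It was 0.314 and 0.311 for the acyline IPs and 0.340 to 0.348 for the saline IPs. Acyline had not lowered the ribosomal protein mRNAs (median 0.1829 against saline, 53 of 55 above 0), which argues against a return to the saline level. Other mRNAs with a TOP motif had a median of 0.11, reached by 2.45 percent of random lists, 0.087 at 1 h (0.22 percent) and 0.22 at 4 h against saline (0.02 percent), but also 0.1250 after acyline without LH (0.29 percent). On these arrays alone, loading of such mRNAs through mTOR, as the paper proposes, stays open. The S6 phosphorylation and rapamycin experiments that the paper reports for mTOR were not used here.

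Leydig cell markers were lower as a list in Sertoli IPs after acyline (camera adjusted p = 3.33e-07, and adjusted p = 0.0968 with an estimated correlation), and 1 of 12 passed. Among probe sets over 7-fold enriched in Leydig IPs, the 33 that acyline lowered there at an unadjusted p under 0.05 differed in the Sertoli IPs from the 177 others by a median of -0.1002 (permutation p = 0.00772), and by -0.1388 after cetrorelix, so Leydig RNA carried into the Sertoli IPs could explain part of the pattern. Cyp11a1 was lower by more in Sertoli than in Leydig IPs (-1.79 against -0.83), but the difference did not pass the interaction test (adjusted p = 0.273). Its mean log2 value in the 2 Sertoli acyline IPs was 5.57 (standard deviation 0.47), near the threshold of the filter on low values. The size of its fall therefore does not decide on carry-over. The 177 others had a median of -0.0699 (bootstrap interval -0.0975 to -0.0330) after acyline and 0.0192 after cetrorelix, which leaves open whether less Leydig RNA of every kind was present. Probe sets lower after acyline in IPs of both lines had a median of -0.0016 in saline Sertoli IPs against input, with 6 of 12 below input. Scarna17 (0.37) enters more than once with identical values, and the median depends on that. Hsd3b6 (-1.85), Cd52 (-1.04), Star (-1.39) and Cyp11a1 (-2.38) lay below input. For the set as a whole, mRNA of the Sertoli cells themselves is neither favored nor excluded.

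Germ cell lists had medians above 0 in Sertoli IPs at 1 h of FSH, though no marker passed over all probe sets and both lists had adjusted p = 0.923 with an estimated correlation in camera. The lowest median of the lists of other cells was -0.0253 (macrophage) and the highest 0.2224 (spermatogonia and spermatocytes), a gap with p = 0.0875 by permutation once the choice of lists is counted, so a lower share of Sertoli RNA stays open. Without either FSH 1 h array the spermatid median stayed at 0.1601 or above, which argues against 1 FSH 1 h array standing apart. The acyline arrays were not left out for this list, so an acyline array standing apart was not tested. The FSH-responsive list had a median of -0.0777 (12 of 16 below 0), which met the rule set for arguing against a response of Sertoli cells to FSH, but a lower share of Sertoli RNA would lower this list too (Sertoli markers -0.1075), so a response stays open.

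For Sertoli enrichment, 1 of 100 splits of the arrays into groups of the same sizes called as many probe sets, the real one, which called 3066, against at most 1 in any other split. Chance is excluded only if the arrays can be exchanged freely. The paper describes IPs with their respective inputs, and splits within such pairs were not tried. For Leydig enrichment, 1 of 10 splits did so, the real one with 2721 against at most 0 in the others, and 10 splits are too few to exclude chance at 0.05.

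After the values were seen, 4 of the rules for weighing these explanations were made stricter, to count the error of the random lists, bootstrap intervals of medians and the choice of lists. This moved 3 of 11 verdicts to open: TOP loading and less Leydig RNA of every kind fitted under the rules as first written (2.45 and -0.0699), and a lower share of Sertoli RNA was excluded (-0.0253). The ribosomal protein cluster was also redefined after the values were seen, from 42 to 37 probe sets.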
